# Widespread regulation of the maternal transcriptome by Nanos in *Drosophila*

**DOI:** 10.1371/journal.pbio.3002840

**Published:** 2024-10-14

**Authors:** Mohammad Marhabaie, Tammy H. Wharton, Sung Yun Kim, Robin P. Wharton

## Abstract

The translational repressor Nanos (Nos) regulates a single target, maternal *hunchback* (*hb)* mRNA, to govern abdominal segmentation in the early *Drosophila* embryo. Nos is recruited to sites in the 3′ UTR of *hb* mRNA in collaboration with the sequence-specific RNA-binding protein Pumilio (Pum); on its own, Nos has no binding specificity. Nos is expressed at other stages of development, but very few mRNA targets that might mediate its action at these stages have been described. Nor has it been clear whether Nos is targeted to other mRNAs in concert with Pum or via other mechanisms. In this report, we identify mRNAs targeted by Nos via 2 approaches. First, we identify mRNAs depleted upon expression of a chimera bearing Nos fused to the nonsense mediated decay (NMD) factor Upf1. We find that, in addition to *hb*, Upf1-Nos depletes approximately 2,600 mRNAs from the maternal transcriptome in early embryos. Virtually all of these appear to be targeted in a canonical, *hb*-like manner in concert with Pum. In a second, more conventional approach, we identify mRNAs that are stabilized during the maternal zygotic transition (MZT) in embryos from *nos*^-^ females. Most (86%) of the 1,185 mRNAs regulated by Nos are also targeted by Upf1-Nos, validating use of the chimera. Previous work has shown that 60% of the maternal transcriptome is degraded in early embryos. We find that maternal mRNAs targeted by Upf1-Nos are hypoadenylated and inefficiently translated at the ovary–embryo transition; they are subsequently degraded in the early embryo, accounting for 59% of all destabilized maternal mRNAs. We suggest that the late ovarian burst of Nos represses a large fraction of the maternal transcriptome, priming it for later degradation by other factors in the embryo.

## Abstract 2

The translational repressor Nanos regulates abdominal segmentation in the early Drosophila embryo, but it remains unclear what are the mRNAs targets that regulate its function. This study identifies extensive regulation of maternal mRNAs by Nanos during the transition from ovarian to embryonic development in Drosophila.

## Introduction

Nanos (Nos) is a conserved cytoplasmic repressor that binds to mRNAs, recruiting effectors that block translation and promote degradation [1,2]. A wealth of genetic evidence reveals that Nos is primarily active in the germline, where it controls various aspects of development in a number of organisms. In *Drosophila*, mouse, and humans, Nos is required for the maintenance of germline stem cells [3–5]. Later in germline development, Nos regulates common pathways in the primordial germ cells (PGCs) of *Drosophila* [6–9] and *Caenorhabditis elegans* [10,11], including the repression of somatic gene transcription, inhibition of proliferation, and escape from apoptosis.

Evidence of a role for Nos in somatic cells is more limited. In the prospective somatic cytoplasm of the preblastoderm embryo, Nos has been thought to have 1 major regulatory target for specification of abdominal segmentation, maternal *hunchback* (*hb*) mRNA (discussed below) [12–14]. At later stages of development, Nos regulates dendritic arborization in the peripheral nervous system and the structure of the neuromuscular junction of larvae [15–17]. In other somatic tissues, a latent capacity of Nos to regulate gene expression is revealed in the absence of *lethal (3) malignant brain tumor* [*l(3)mbt*], which encodes a component of 2 transcriptional repressor complexes (dREAM and LINT). In *l(3)mbt* mutant larval brains and somatic ovarian cells, expression of Nos (and other germline-restricted genes) is derepressed; remarkably, although hundreds of transcripts are derepressed in the absence of *l(3)mbt*, mutant phenotypes in both tissues are completely suppressed by loss of Nos activity [18,19]. A similar latent regulatory capacity of Nos has been identified in cultured mammalian cells lacking dREAM activity [20]. Thus, in *Drosophila* (and likely other organisms as well), both the expression of Nos in the germline and its repression in somatic cells is important for normal development.

Given the diversity of its biological roles, it is likely that Nos regulates a number of mRNAs in various organisms. Support for such an idea comes from the Seydoux lab, who compared the maternal transcriptomes in wild-type and *nos* mutant PGCs from early *C*. *elegans* embryos, before the onset of zygotic transcription [10]. They found that levels of 171 maternal mRNAs are up-regulated in the absence of the redundant function of Nos-1 and Nos-2, which are required for normal development and survival of the PGCs. It is unclear how many additional maternal mRNAs are translationally repressed but not destabilized and, therefore, undetected in their experiments. Later in embryonic PGC development, 871 PGC mRNAs are up-regulated in the absence of Nos function as a result of both delayed turnover of maternal mRNAs and inappropriate zygotic transcription. Nos is not thought to directly regulate transcription and so presumably acts indirectly to stimulate accumulation of new, zygotic mRNAs.

The mechanism of Nos-dependent regulation is best understood for repression of maternal *hb* mRNA in *Drosophila*. On its own, Nos binds with high affinity but no detectable sequence specificity to RNA [21,22]; however, in collaboration with Pumilio (Pum), it is recruited specifically to composite binding sites (Nanos Response Elements; NREs) in the *hb* mRNA 3′ UTR [22,23]. The composite sites have the consensus sequence $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGUA, with Nos recognizing the first 3 degenerate positions (i.e., the Nanos Binding Site; NBS) and Pum the next 4. Within the Pum/Nos/RNA ternary complex, amino acid interactions along a protein–protein interface mediate conformational changes in both proteins that enhance binding. A key component of the interface is the Nos C-terminal tail, which is essential for RNA binding; 7 amino acids in the tail of the Nos^L7^ mutant protein are absent, and as a result, it is not recruited into a ternary complex and does not regulate *hb* mRNA in the embryo [22–24].

Despite an atomic-level understanding of Nos recruitment to the *hb* NRE, 2 outstanding questions about Nos activity in *Drosophila* remain. First, how many mRNAs does *Drosophila* Nos regulate in addition to *hb* (and the handful referenced above)? And second, is Nos recruited to other regulatory targets via its C-terminal tail in collaboration with Pum, as has generally been assumed; or do other RNA-binding proteins recruit Nos via a different mechanism? If Nos bound to a long, information-rich sequence that were rigidly constrained, analysis of the transcriptome sequence might be sufficient to identify likely regulatory targets. But the consensus NRE has low information content and mutations in the NBS portion of the NRE have only a modest effect on activity in vivo [25]. So even though 6,225 3′ UTRs in the total *Drosophila* transcriptome bear one or more consensus NREs [26], it is unclear whether these are genuine regulatory targets in vivo.

To address these issues, we first attempted to identify mRNAs that copurify with Nos, a method that has been used successfully to identify Pum targets, for example [27,28]. Initial reconstruction experiments revealed a disappointingly small enrichment of *hb* mRNA. We therefore turned to an unconventional approach, expressing in flies a chimeric protein with the nonsense mediated decay (NMD) factor Upf1 fused to Nos. Early work on NMD showed that tethering Upf1 via an exogenous RNA-binding domain (RBD) to reporter mRNAs could direct their degradation [29,30]; we reasoned that tethering Upf1 to mRNAs via Nos might lead to their degradation and that Nos regulatory targets would be depleted from the transcriptome in RNAseq experiments.

## Results

As shown in Fig 1A, Nos is expressed at 4 important stages of oogenesis and early embryogenesis [24,31,32]: (1) in the germline stem cells (GSCs), where it is required for maintenance of stem cell status; (2) in a high-level burst at stage 10B in the nurse cells just prior to a general shutdown of transcription as the egg chamber nears maturation; (3) during oogenesis stages 13 to 14 and continuing during syncytial nuclear cleavage cycles 1 to 9 in a gradient emanating from the posterior pole of the embryo, where it represses translation of maternal *hb* mRNA; and (4) at nuclear cycle 10 in the PGCs, where it regulates proliferation, blocks apoptosis, and is required for migration into the somatic gonad much later in embryogenesis. After division of the GSC, expression of Nos is turned off in the differentiating daughter cell (the cystoblast) and subsequently reexpressed at various stages of oogenesis. No role has been ascribed to Nos in these stages of oogenesis, including the burst at stage 10B.

**Fig 1:**
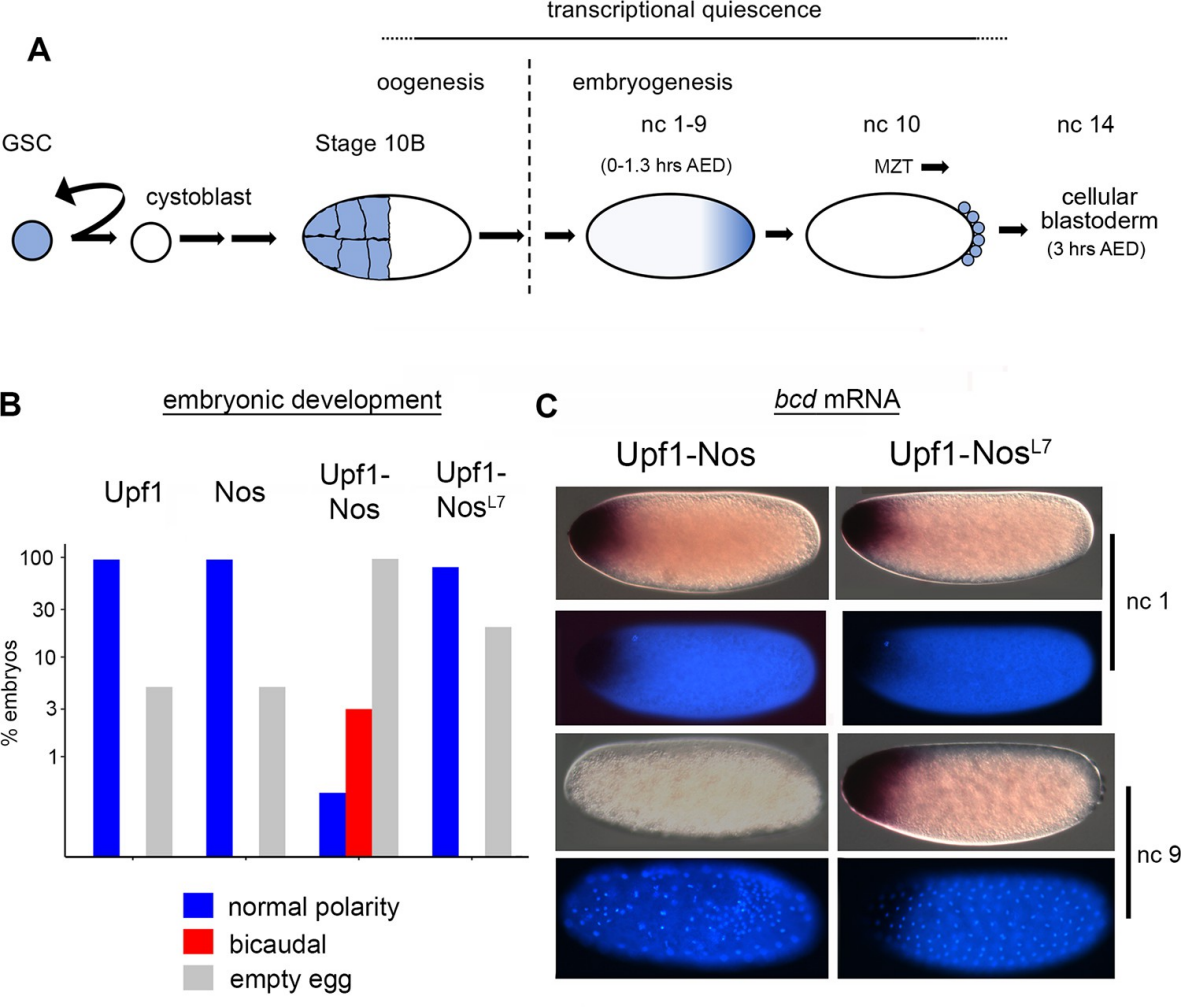
Upf1-Nos suppresses activity of anterior determinants *bcd* and *hb*. (**A**) Timeline of Nos expression during oogenesis and early embryogenesis, focusing on 4 developmental stages. As indicated, nc 1–9 take place in the first 1.3 hours of development AED. Subsequent nuclear divisions are considerably slower: nc 13–14 occur 2–3 hours AED, culminating in formation of the cellular blastoderm. The approximately 10-hour period of transcriptional quiescence preceding harvesting of mRNA samples for subsequent analysis (noted above) ends in the MZT, which takes place in several waves, with the onset of transcription beginning in nc 10. (**B**) Embryonic phenotypes resulting from maternal expression of the 4 regulatory proteins, as indicated. For the bar graph (note the logarithmic y-axis), embryos were aged ≥24 hours (allowing wild type to hatch) and then scored by sorting into 3 bins: cuticle with normal polarity (either hatched or not), cuticle with anterior polarity inversion and a bicaudal body plan, or no cuticle (empty egg), which includes both unfertilized eggs and embryos that die prematurely. Underlying data are in S1 Data. (**C**) The distribution of *bcd* mRNA in Upf1-Nos and Upf1-Nos^L7^ embryos at 2 different stages of early embryogenesis—nc 1 in the first 2 rows and nc 9 in the second 2 rows. At each stage, 2 micrographs of a single embryo are shown, using Nomarski optics to visualize *bcd* mRNA and morphology (above), and fluorescence methods to visualize DAPI-stained DNA (below). Statistical analysis is reported in S1 Data. Note that Upf1-Nos embryos appear to be unusually fragile during the fixation for in situ hybridization; many are lost on the wall of the glass tube or at the heptane/aqueous interface. AED, after egg deposition; *bcd*, *bicoid*; GSC, germline stem cell; *hb*, *hunchback*; MZT, maternal zygotic transition; nc, nuclear cycle; Nos, Nanos.

### Expression of Upf1-Nos inhibits activity of the anterior determinants Hb and Bicoid (Bcd) and causes the degradation of *bcd* mRNA

With the goal of identifying mRNA regulatory targets of Nos, we prepared transgenic flies that express either a Upf1-Nos chimera, or one of 3 control proteins: Upf1; Nos; or Upf1-Nos^L7^, which bears the C-terminal tail deletion that abrogates recruitment to *hb* mRNA. Transcription of each transgene is dependent on the GAL4 driver that is introduced by appropriate crosses, and each transgenic mRNA bears the 3′ UTR of wild-type *nos* mRNA to provide the posttranscriptional regulation conferred on native *nos*.

We first drove expression of Upf1-Nos and the 3 control proteins described above with Nos GAL4-VP16, which directs transcription in the germarium and subsequent stages of oogenesis. Females expressing Upf1-Nos produce essentially no eggs and bear rudimentary ovaries; in contrast, females expressing Upf1, Nos, or Upf1-Nos^L7^ appear to produce normal numbers of eggs. As explained in more detail below, we wished to harvest eggs at nuclear cycle 9 to take advantage of the prolonged transcriptional quiescence flanking the oocyte–egg transition (Fig 1A) and therefore asked whether use of another GAL4 driver would permit egg development. We found this to be the case with a maternal *alpha*Tub>GAL4 driver, which directs expression throughout much of oogenesis and was used in all subsequent experiments. To determine the extent to which Upf1-Nos is overexpressed relative to endogenous Nos, we prepared transgenes encoding HA-epitope tagged versions of each protein. Expression of Upf1-HA-Nos was driven by the *alpha*Tub>GAL4 driver referred to above; expression of HA-Nos was under the control of native signals in an otherwise wild-type fragment of genomic DNA that rescues the *nos* mutant phenotype. Comparison of the level of maternally derived protein in 0- to 2-hour embryonic extracts reveals that Upf1-Nos is overexpressed approximately 3-fold (S1 Fig and S1 Data).

Although females expressing Upf1-Nos lay eggs, virtually none hatch. In a pilot study, 0/245 Upf1-Nos eggs hatched, whereas between 80% and 95% of Upf1, Nos, or Upf1-Nos^L7^ control eggs hatched. Since expression of Upf1-Nos is exclusively maternal, we expected that defects might be evident early in embryonic development. Therefore we harvested 0- to 3-hour-old embryos and examined the distribution of nuclei by staining with DAPI to assess developmental progress. Unlike the 3 control genotypes, a large fraction of Upf1-Nos embryos have a single nucleus and are either not fertilized or fail to commence nuclear division cycles; we have not investigated this further and restricted subsequent analysis to fertilized embryos between nuclear cycles 2 to 13. Almost all the Upf1, Nos, and Upf1-Nos^L7^ embryos exhibit normal distributions of syncytial cleavage stage nuclei (94% to 100%; see S1 Data for details). In contrast, 63% of Upf1-Nos embryos have abnormal nuclear distributions, with irregularly spaced nuclei and variable DNA content, based on the intensity of DAPI fluorescence (e.g., Fig 1C).

We next asked whether the Upf1-Nos embryos that fail to hatch exhibit interpretable developmental defects by examining their body plan, as revealed by pattern in the epidermal cuticle secreted late in embryonic development. About 97% of Upf1-Nos eggs were “empty,” without detectable cuticle, probably because they die earlier in development (Fig 1B). However, among the 3% of Upf1-Nos embryos that did secrete cuticle, 2 had normal segmentation and 14 revealed a striking bicaudal body plan, in which normal head and thoracic segments are replaced by a mirror image duplication of posterior abdominal segments (Fig 1B). Bicaudal development is diagnostic for simultaneous inhibition of Bcd and Hb activity [33–35]. None (0/862) of the Upf1, Nos, or Upf1-Nos^L7^ control embryos exhibited segmental polarity reversals, much less a mirror image duplication of the abdomen. As shown in Fig 1B, most (80% to 95%) of the control embryos secreted cuticle that revealed body plans with normal antero-posterior polarity and, at most, minor defects; the remaining embryos failed to secrete cuticle.

Even though only a few Upf1-Nos exhibited bicaudal body plans, the phenotype is sufficiently characteristic to strongly suggest that Upf1-Nos inhibits activity of both Hb and Bcd. *bcd* is transcribed exclusively maternally, while *hb* is transcribed both maternally and, later, zygotically (under the control of Bcd). For simplicity, we therefore focused on examining the effects of Upf1-Nos on *bcd* mRNA by in situ hybridization in early cleavage stage embryos. Most (82%) of the Upf1-Nos embryos that were either unfertilized or in the first nuclear division cycles have a normal level of *bcd* mRNA at the anterior (Fig 1C); this was also the case for most (95%) control Upf1-Nos^L7^ embryos in cycles 0 to 2. But we observed a novel phenotype in Upf1-Nos embryos that we judged to be approximately in cycles 9 to 10 based on nuclear density: an absence of detectable *bcd* mRNA (Fig 1C). In contrast, Upf1-Nos^L7^ embryos in cycles 9 to 10 have normal levels and distributions of *bcd* mRNA at the anterior pole.

In summary, the vast majority of control Upf1, Nos, and Upf1-Nos^L7^ embryos develop normally, which is consistent with subsequent analysis of their transcriptomes (below). In contrast, Upf1-Nos embryos are abnormal: Many fail to either fertilize or commence nuclear division, subsequent nuclear divisions are abnormal, only a handful escape the deleterious early effects of Upf1-Nos and progress through to late development, and none hatch. Most importantly, 2 phenotypes—the absence of *bcd* mRNA during early development and the bicaudal body plan of Upf1-Nos embryos—support our premise that the chimeric protein would degrade Nos-regulated mRNAs.

### Upf1-Nos depletes 39% of maternal mRNAs

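Poly(A)-selected RNA was sequenced from hand-sorted embryos of 5 genotypes, with 3 libraries each from wild-type embryos and from embryos expressing Upf1, Nos, Upf1-Nos or Upf1-Nos L7. The authors trimmed the paired-end reads, removed reads from mitochondrial RNA, tRNA and rRNA, aligned the others with STAR and deposited expected counts from RSEM, without normalization, for each gene and each mRNA isoform. The expected counts summed to between 14022879 and 22002028 per library. The paper's S2 Data gives between 14045990 and 22034442 mapped reads per library, and the values here use the counts. The median total was 15975223 for wild type, 16814820 for Upf1, 18876744 for Nos, 14405569 for Upf1-Nos and 16107781 for Upf1-Nos L7. Gene counts were rounded, and 6857 genes passed the filter of edgeR (filterByExpr with a count minimum and a total count minimum of 30). All 15 libraries were fitted together with the quasi-likelihood method of edgeR, with the library sizes scaled by TMM. The 3 Upf1-Nos libraries took a separate correction for oversampling. A gene was called depleted or enriched at a fold change above 2 and an adjusted p below 0.05 (Benjamini-Hochberg). Standard errors of log2 fold changes are the fitted change divided by the square root of its F statistic. Replicates differed by more than counting noise in every genotype, with a chi-square per degree of freedom between 6.40 and 128 over the 27 pairs of replicates in this experiment and in the experiment with *nos*- embryos. Intervals and floors based on counts therefore cover counting error only.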

To identify targets of Upf1-Nos in the entire transcriptome, we prepared triplicate samples from 4 experimental genotypes (Upf1, Nos, Upf1-Nos, and Upf1-Nos^L7^) as well as wild-type embryos as a control. Embryo collections were soft-fixed in methanol, stained with DAPI, and manually sorted in the fluorescence stereomicroscope to identify embryos at nuclear cycle 9 to 10, or in the case of Upf1-Nos, embryos that appeared to be approximately the same age despite an abnormal distribution of nuclei (as in Fig 1C). Because transcription in the germ line ceases at stage 10B of oogenesis and resumes only during the MZT beginning at nuclear cycle 10, preexisting Upf1-Nos (or the other ectopically expressed regulators) in the collected embryos have had the opportunity to act on the maternal transcriptome for approximately 9 to 10 hours without synthesis of new mRNA. Prior to the transcriptional “shutoff,” Upf1-Nos might cause changes to the transcriptome via both direct and indirect mechanisms; we hoped that direct action of Upf1-Nos during the period of transcriptional quiescence would have a predominant effect on transcriptome composition in embryos harvested at nuclear cycle 9. RNA was prepared from all the genotypes, prepared for RNAseq, and analyzed by standard methods.

We first assessed the quality of our samples. 

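Counts on the gap genes *Kr* (FBgn0001325), *gt* (FBgn0001150) and *kni* (FBgn0001320) were low but not 0 in the sorted embryos. Over the 15 libraries, *Kr* received 124 counts in total, with at most 64 in a library and none in 2 libraries. *gt* received 207 counts, at most 53 in a library, and *kni* 141 counts, at most 45. In CPM, taken here on a library's total counts, the highest level in a sorted library was 3.57 for *Kr*, 2.96 for *gt* and 2.51 for *kni*. In the wild-type embryos collected at 2 to 3 hours, the same genes ranged from 149 to 180, from 115 to 130 and from 108 to 138 CPM. Of the sorted counts, 104 for *Kr*, 91 for *gt* and 88 for *kni* came from the 3 Nos libraries. The 3 wild-type libraries together held 3, 18 and 14. All 3 genes fell below the filter for abundance and were not tested.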

The absence of detectable mRNAs encoded by genes that comprise the first zygotic response to maternal patterning gradients (e.g., *Kr*, *gt*, *kni*) supports the idea that embryos were in fact collected prior to the MZT (see S2 Data). 

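Distances between libraries were computed as the root mean square log2 difference over the 500 genes that differed most between them. The 15 pairs of replicates lay between 0.815 and 1.47 apart, with a median of 0.993. Pairs of libraries from different genotypes, Upf1-Nos left out, lay between 1.25 and 2.88 apart, with a median of 2.13 over 54 pairs. The ranges within and between genotypes thus overlapped between 1.25 and 1.47.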

Reducing the complexity of all 15 samples by Multidimensional Scaling reveals that biological replicates are similar to each other and that the control samples are also similar to each other (S2 Fig). In contrast, the Upf1-Nos samples are markedly different from all 3 UAS controls and wild type, consistent with their unusual embryonic phenotypes (Fig 1).

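Each of the 36 distances from an Upf1-Nos library to a library of another genotype was between 4.42 and 5.59, with a median of 4.95. The lowest of them was above the highest distance among the other genotypes. The 3 Upf1-Nos libraries themselves lay between 0.915 and 1.28 apart. The 10 most abundant genes took 6.38% to 6.62% of the counts in Upf1-Nos, 4.82% to 5.15% in wild type and 5.27% to 5.46% in Upf1-Nos L7.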

We next compared the transcriptomes of each experimental genotype to wild type to identify genes with altered expression, arbitrarily setting a minimum 2-fold threshold change and a false discovery rate (FDR) < 0.05. For simplicity, we describe data in which all mRNA isoforms for a gene are binned; analysis of individual mRNA isoforms yields broadly similar results (S3 Fig). 

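The same model was fitted to 12840 mRNA isoforms that passed the filter, with the correction factors recomputed from the isoforms listed in S2 Data. After isoforms called in Upf1 embryos were left out, 4100 of 12492 isoforms (32.8%) were depleted by Upf1-Nos and 216 (1.73%) enriched. For Upf1-Nos L7, 79 isoforms (0.632%) were depleted and 123 (0.985%) enriched, so that enriched isoforms outnumbered depleted ones, unlike at the level of genes. Upf1 alone depleted 155 (1.21%) and enriched 193 (1.50%), and Nos depleted 323 (2.52%) and enriched 317 (2.47%). Among the genes depleted by Upf1-Nos in the analysis of binned isoforms, 2511 had at least 1 depleted isoform.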

We initially found that a small fraction of the maternal transcriptome is depleted (2.4%) or enriched (2.1%) upon expression of Upf1 alone (Fig 2A). 

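Upf1 depleted 158 of the 6857 genes tested (2.30%) and enriched 118 (1.72%). The *Upf1* gene itself (FBgn0030354) rose from 47.0 ± 14.3 CPM (SD, n = 3) in wild type to 573 ± 181 (n = 3), a log2 fold change of 3.60 (standard error 0.28, adjusted p = 8.4e-07). In Upf1-Nos, *Upf1* had a log2 fold change of −1.07 (standard error 0.26, adjusted p = 0.00214), and in Upf1-Nos L7 one of 0.35 (0.26, adjusted p = 0.349). *Upf1* thus does not check the labels of the libraries of either chimera. Its change in Upf1-Nos was −0.77 without wild-type replicate 3 and −0.88 without Upf1-Nos replicate 2. It was −0.53 (adjusted p = 0.0524) without the correction for oversampling. With that correction taken from the median ratio of the ribosomal protein genes it was −0.88, and with the mode of the ratios −0.93. A threshold of 4-fold lowered the counts to 42 depleted and 59 enriched genes. The number of enriched genes rose to 291 without wild-type replicate 3 and to 238 without Upf1 replicate 1. *sordd2* (FBgn0052581) had 46.8 ± 3.48 CPM in Upf1 embryos and no count in the 3 wild-type libraries, at least 865-fold higher on a floor of 3 counts over the group. In the unsorted wild-type embryos of 0 to 1 hours, it was at 42.2 CPM, and in Upf1-Nos and Upf1-Nos L7 at 42.0 and 47.4 CPM. The 276 called genes were left out of the comparisons for Upf1-Nos and Upf1-Nos L7, which leaves 6581.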

Because we were interested primarily in mRNAs that are targeted by the Nos portion of the Upf1-Nos chimera, we excluded Upf1-regulated genes from subsequent analysis of Upf1-Nos and Upf1-Nos^L7^.

**Fig 2:**
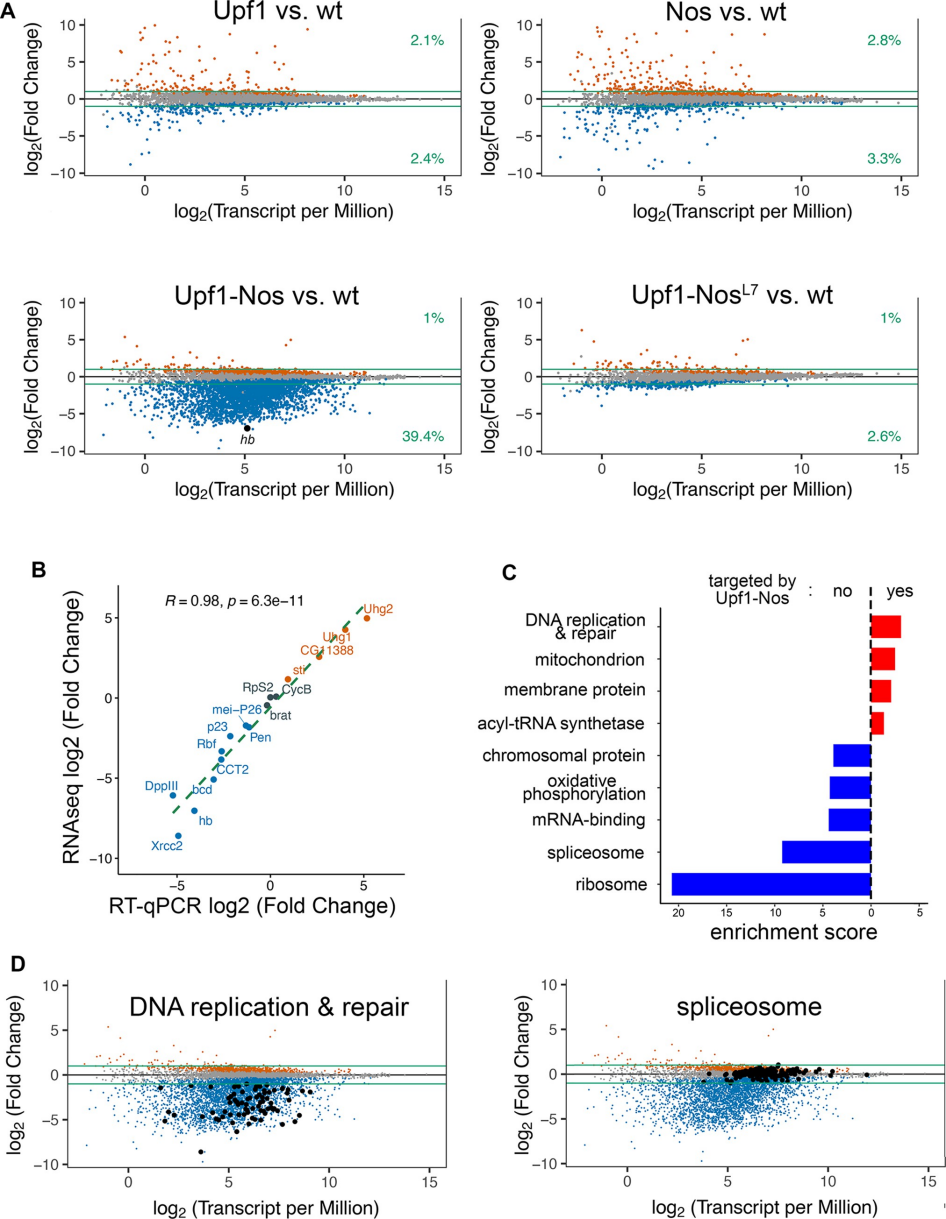
Upf1-Nos targets a large fraction of the maternal transcriptome. (**A**) For each of the misexpressed proteins, the plot shows the difference in mRNA abundance in comparison to wt (log_2_ fold change) as a function of the average mRNA abundance (log_2_ transcripts per million reads) for embryonic samples collected at nc 9–10. Each dot represents a binned collection of mRNA isoforms for a single gene; analysis of individual isoforms is in S3 Fig. Genes altered by expression of Upf1 are excluded from the analysis of Upf1-Nos and Upf1-Nos^L7^ data. Gene-binned mRNAs significantly depleted and enriched are indicated in blue and orange, respectively. The green lines mark log_2_ ± 1, and the numbers at the right indicate the fraction of the (gene-binned) transcriptome that is significantly changed and above or below the arbitrary 2-fold cutoff. *hb* is highlighted in the Upf1-Nos plot. (**B**) Correlation between the difference in mRNA abundance (Upf1-Nos vs. wt) measured by RNAseq and by RT-qPCR for a collection of genes, which span an approximately 1,000-fold range in expression level in wt. (**C**) The results of DAVID analysis reveal gene sets enriched among Upf1-Nos-targeted mRNAs (red) and nontargeted mRNAs (blue), which are plotted vs. their ES. Shown are annotation clusters with highest ES for which at least 1 Category has a Benjamini adjusted *p*-value < 0.05. For clarity, 3 clusters that satisfy these criteria and are enriched among nontargeted mRNAs with ES between 2.3 and 1.9 were omitted (see S2 Data for details). (**D**) Examples of enriched gene sets, highlighted on the Upf1-Nos vs. wt plot from (A). Underlying data for the figure are in S2 Data. ES, enrichment score; *hb*, *hunchback*; nc, nuclear cycle; Nos, Nanos; RT-qPCR, quantitative reverse transcription PCR; wt, wild type.

As shown in Fig 2A, the expression of Upf1, Nos, or Upf1-Nos^L7^ has relatively little effect on the transcriptome. 

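In Nos embryos, 197 genes (2.87% of 6857) were depleted and 187 (2.73%) enriched. *nos* itself was not among them (log2 fold change 0.08, adjusted p = 0.620), so that it does not check the labels of these libraries. Upf1-Nos L7 depleted 115 of 6581 genes (1.75%) and enriched 65 (0.988%). The median log2 fold change over all genes tested was 0.06 for Upf1, 0.07 for Nos and −0.07 for Upf1-Nos L7. In Nos embryos, the called genes with the largest fold changes in either direction had no count in one of the 2 genotypes. *sordd2* was at 95.8 ± 3.13 CPM (SD, n = 3) in Nos embryos, at least 1769.7-fold higher than in wild type on a floor of 3 counts over the group. *CG30059* (FBgn0260475), at 73.8 ± 0.743 CPM (n = 3) and also without a count in sorted wild type, was at least 1364-fold higher. Neither rise was particular to Nos embryos. Mean levels in Upf1, Upf1-Nos and Upf1-Nos L7 were 46.8, 42.0 and 47.4 CPM for *sordd2* and 31.0, 13.7 and 34.4 CPM for *CG30059*. *His1:CG33861* (FBgn0053861) went the other way, with 19.9 ± 1.47 CPM in wild type and no count in Nos embryos, at least 387-fold lower.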

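Enriched genes were 42.8% of the genes called in Upf1 embryos, 48.7% of those called in Nos embryos and 36.1% of those called in Upf1-Nos L7 embryos. With the likelihood ratio test of edgeR the share in Upf1-Nos L7 was 28.4%, and without the filter for abundance it was 50.9%, with 161 depleted and 167 enriched genes. Direction in Upf1-Nos L7 also depended on the threshold and the libraries. Above 4-fold, 15 genes were depleted and 25 enriched. Enriched genes were 63.2% of those called at an adjusted p of 0.01, 50.8% with the stricter filter and 60.9% at the level of isoforms. With 1 library left out, they outnumbered depleted genes in 5 of 6 cases, at 1.12% and 0.845% of the genes tested without wild-type replicate 2, 0.970% and 0.454% without wild-type replicate 3, and 0.997% and 0.861%, 1.06% and 0.514%, and 1.10% and 0.605% without Upf1-Nos L7 replicates 1, 2 and 3. Without wild-type replicate 1 they were 1.28% enriched and 4.86% depleted. For Upf1, enriched genes outnumbered depleted ones above 4-fold (58.4%), at the level of isoforms (55.5%), without wild-type replicate 3 (4.22% and 2.98%) and without Upf1 replicate 1 (3.45% and 2.60%). For Nos, they did so, among other settings, above 4-fold (55.4%), with the default filter of edgeR (51.8%), at an adjusted p of 0.01 (50.9%), without wild-type replicate 2 (2.94% and 2.65%) and without Nos replicates 1 (2.74% and 2.57%) and 3 (2.54% and 2.44%).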

The proportion of significantly up- and down-regulated genes is approximately the same for Upf1 and Nos, and the proportion of the transcriptome depleted by Upf1-Nos^L7^ is only modestly greater than the proportion of up-regulated genes. In contrast, preliminary analysis of mRNAs in Upf1-Nos embryos suggested that many mRNAs were significantly down-regulated (S4 Fig). 

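With TMM factors in all 15 libraries and no correction for oversampling, Upf1-Nos depleted 2072 genes and enriched 646. Enriched genes were then 23.8% of all called genes, and the median log2 fold change over all genes tested was 0.05. The TMM factors of the 3 Upf1-Nos libraries were 0.933, 0.869 and 0.924, lower than the 1.02 to 1.06 of the wild-type libraries.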

The large, asymmetric effect of Upf1-Nos on the transcriptome results in oversampling of nontargeted mRNAs. 

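The correction was computed as S2 Data describes it. For each Upf1-Nos library, the CPM of each of the 20 listed genes was divided by its mean in wild type, and the mean ratio replaced the TMM factor. The 3 factors were 1.26, 1.47 and 1.33. Over the 20 genes, the single ratios ran from 1.04 to 2.01 in replicate 1, from 1.16 to 1.70 in replicate 2 and from 1.13 to 1.93 in replicate 3. Mean abundance of the 20 genes in wild type was between 2202 and 9760 CPM, and 13 of them encode ribosomal proteins. After the correction, the log2 fold changes of the 20 genes in Upf1-Nos ran from −0.13 to 0.55, with a median of 0.04. The correction moved the median over all genes tested to −0.51.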

To account for this effect, we adjusted the normalization factors of Upf1-Nos samples in analyzing differential expression using an average derived from 20 highly expressed mRNAs (most of which encode ribosomal proteins), on the assumption they are not differentially expressed (as described [36]). Subsequent analysis reveals that >39% (*n* = 2,596) of the genes encoding maternal mRNAs are depleted more than 2-fold by Upf1-Nos (Fig 2A).

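Upf1-Nos depleted 2584 of 6581 genes (39.3%) and enriched 69 (1.05%). Of the depleted genes, 1715 were depleted more than 4-fold and 604 more than 16-fold. The median log2 fold change was −2.65 among depleted genes and −0.02 among the others. Compared directly with Upf1-Nos L7, 2498 genes were lower in Upf1-Nos and 270 higher, and 2385 of the genes depleted against wild type were also lower than in Upf1-Nos L7. The lowest count at the level of genes under another setting was 1768, with a 4-fold threshold. Leaving out 1 library at a time gave between 2467 and 2689 depleted genes. From the depletion of so large a part of the transcriptome, the paper proposes that Nos regulates many more mRNAs in *Drosophila* than it does in *C. elegans*.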

To test the normalization described above and obtain an independent measure of changes in abundance due to expression of Upf1-Nos, we measured the levels of 16 mRNAs by quantitative reverse transcription PCR (RT-qPCR); these were chosen to span a log_2_ = 15-fold change in abundance. As shown in Fig 2B, the 2 methods show excellent agreement, with a Pearson’s correlation R value of 0.98. The absence of a significant population of enriched mRNAs in the Upf1-Nos data supports a premise of our experiment—that tethering Upf1 to mRNAs via Nos during the transcriptionally quiescent period preceding sample collection would lead to their degradation via NMD and that this degradation would predominate to shape the composition of the transcriptome. 

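The 69 genes enriched by Upf1-Nos were 2.60% of its called genes. Their number ranged from 22 with a 4-fold threshold to 646 without the correction for oversampling, and was 201 without wild-type replicate 3. *Uhg1* (FBgn0045800) rose from 10.1 ± 0.738 CPM (SD, n = 3) in wild type to 193 ± 15.0 (n = 3), a log2 fold change of 4.26 (standard error 0.17, adjusted p = 1.8e-11). *Uhg2* (FBgn0063449) rose by 4.97 (0.19, adjusted p = 1.2e-11) and *CG11388* (FBgn0034959) by 2.57 (0.15, adjusted p = 5.0e-10). These 3 genes were also enriched by Upf1-Nos L7, with log2 fold changes of 4.86, 5.04 and 2.71. *sti* (FBgn0002466) rose by 1.16 (0.31, adjusted p = 0.00440) in Upf1-Nos, and fell below 2-fold when wild-type replicate 1, wild-type replicate 2 or Upf1-Nos replicate 1 was left out. The paper reasons that degradation without new transcription would leave few enriched mRNAs.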

We assume that indirect effects (i.e., up-regulation of some mRNAs as a secondary consequence of the action of Upf1-Nos on other, directly targeted mRNAs) are minimized in the absence of concurrent transcription.

Several observations support the idea that, although Upf1-Nos targets a large portion of the transcriptome, it does so specifically. First, the inactivity of Upf1-Nos^L7^ argues that the wild-type chimera acts in collaboration with Pum to specifically target NRE-bearing mRNAs, a point we return to in the following section. 

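*hb* mRNA (FBgn0001180) fell from 123 ± 29.0 CPM (SD, n = 3) in wild type to 0.930 ± 0.0856 (n = 3) in Upf1-Nos, a log2 fold change of −7.04 (standard error 0.23, adjusted p = 3.9e-12). It ranked 9 of the 6581 genes when ordered from the most depleted. *bcd* (FBgn0000166) fell from 219 ± 44.9 to 6.47 ± 2.17 CPM, a log2 fold change of −5.09 (0.23, adjusted p = 3.7e-11), and ranked 197. *alpha-Importin*, listed as *Pen* (FBgn0267727), fell from 1300.1 ± 32.7 to 366 ± 77.0 CPM, a log2 fold change of −1.83 (0.13, adjusted p = 7.6e-09). Over the alternatives for processing, the log2 fold change stayed between −7.14 and −6.47 for *hb*, between −5.15 and −4.54 for *bcd* and between −1.90 and −1.27 for *Pen*.

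**Figure D1:**
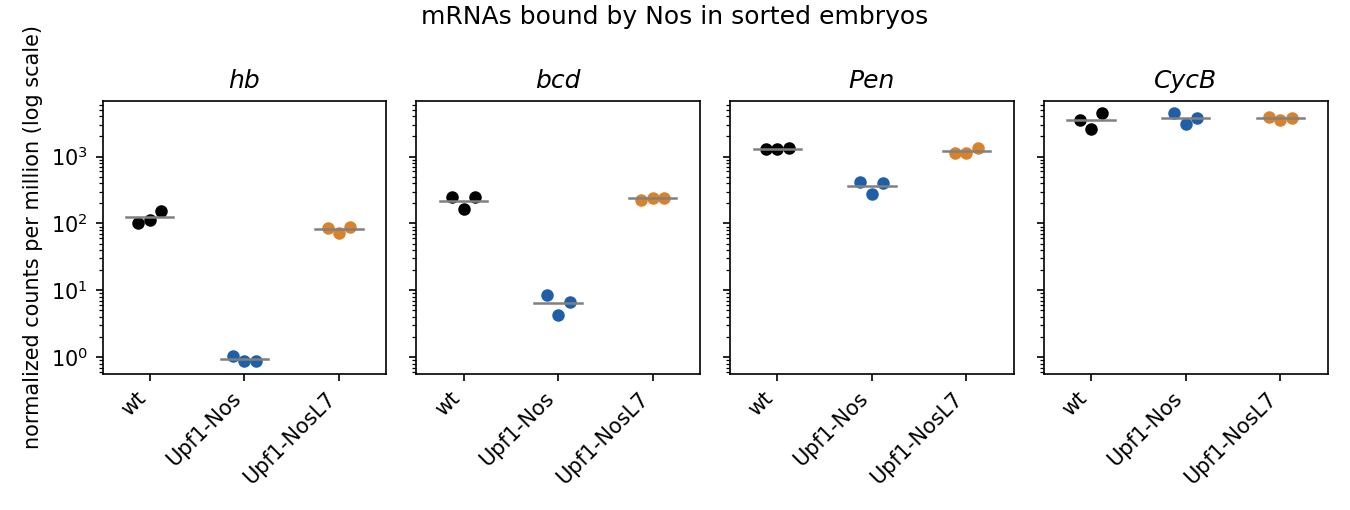
Normalized CPM (log scale) of *hb*, *bcd*, *Pen* and *CycB* in sorted embryos. Points are the 3 libraries of wild type, Upf1-Nos and Upf1-Nos L7, and the grey line is their mean. The points are lower in Upf1-Nos for *hb*, *bcd* and *Pen* and overlap between the groups for *CycB*.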

Second, 3 of the 4 mRNAs previously shown to be bound and regulated by Nos—*hb*, *bcd*, and *alpha-Importin* [37,38]—are targeted by Upf1-Nos; moreover, *hb*, which is the critical Nos target in the early embryo, is one of the most highly depleted mRNAs (highlighted in Fig 2A). 

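*CycB* mRNA (FBgn0000405) was at 3753 ± 676 CPM (SD, n = 3) in Upf1-Nos and 3553 ± 946 (n = 3) in wild type. The log2 fold change was 0.08 (standard error 0.17, adjusted p = 0.695), within the spread between replicates. It rose to 0.64 (adjusted p = 0.00144) without the correction for oversampling and was not called, at a threshold of 2-fold, under any alternative tried.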

The exception is *CycB* mRNA, which is bound by Nos in collaboration with Pum and repressed in the PGCs [1,7], but not targeted by Upf1-Nos. (We note that, for reasons that are not clear, Nos is necessary but not sufficient to repress most of the *CycB* mRNA in these experiments, which derives from the prospective somatic cytoplasm [1].) 

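The length of the 3′ UTR was taken from the most abundant isoform of each gene in wild type. The genes depleted by Upf1-Nos had a median of 246.5 nt over 2536 genes, and the others a median of 239 nt over 3871 genes. The means, 409 and 419 nt, differed in the other direction. A permutation test on ranks with 100000 resamples (2-sided) gave p = 0.176. The depleted genes had the longer 3′ UTRs by this test (permutation p under 0.05) without wild-type replicate 1 (p = 0.0206), wild-type replicate 2 (p = 0.0482) or Upf1-Nos replicate 1 (p = 0.0265), and without wild-type replicate 3 the difference of the medians was −3 nt. With the longest annotated 3′ UTR of each gene, the difference of the medians was −13 nt. Without the filter for abundance it was 51 nt, with a permutation p = 1e-05, the smallest value that the resamples can give. Lengths are from the reference annotation, in which 34477 of the 34753 isoforms in the files were found.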

Third, if Upf1-Nos acted promiscuously, due to high nonspecific binding (for example), it would preferentially target mRNAs with longer 3′ UTRs; in fact, mRNAs targeted by Upf1-Nos have on average slightly shorter 3′ UTRs than nontargeted mRNAs (S5 Fig).

The depletion of such a large fraction of the transcriptome by Upf1-Nos suggests that Nos regulates thousands of mRNAs in *Drosophila*, in contrast to the hundreds regulated by Nos in *C*. *elegans* [10]. Since such a large fraction of the transcriptome is targeted by Upf1-Nos, it is unclear whether it is meaningful to identify preferentially targeted pathways. Nevertheless, clustering analysis of gene function via DAVID [39,40] reveals that a number of pathways are significantly enriched among the pool of genes targeted by Upf1-Nos as well as the pool of untargeted genes (Fig 2C). Among Upf1-Nos targeted genes, only 4 clusters have gene subsets with significant Benjamini-adjusted *p*-values; the most highly enriched of these subsets encodes factors involved in DNA replication and repair (enrichment score [ES] = 3.1; Fig 2C), perhaps accounting for the aberrant replication seen in Upf1-Nos embryos (Fig 1C). An independent search for *Drosophila* genes associated with the Gene Ontology terms “DNA replication” and “DNA repair” revealed that 79/79 are depleted, as shown in Fig 2D. 

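Each of the 79 genes that the paper lists for DNA replication and repair was tested, and 79 were depleted by Upf1-Nos. The count was also 79 with p-values adjusted over the list alone. Log2 fold changes ran from −8.59 for *Xrcc2* (FBgn0030931) to −1.01 for *spn-A*, with a median of −3.13, against −0.51 over all genes. *Xrcc2* was at 15.9 ± 3.56 CPM (SD, n = 3) in wild type and 0.0336 ± 0.0291 (n = 3) in Upf1-Nos. The number of depleted genes was 66 without the correction for oversampling and at least 75 with 1 library left out. Of 12 further DNA replication genes, a list fixed in advance, 2 were depleted: *Mcm3*, with a log2 fold change of −3.61, and *Orc6*, with −2.35. The median of the 12 was −0.41. Past the adjusted p at any size of change, 7 of the 12 were lower and 1 was higher.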

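Of the 145 spliceosome genes that the paper lists, 0 were depleted by Upf1-Nos under the quasi-likelihood test of edgeR. At an unadjusted p under 0.05, 0 were lower by more than 2-fold. DESeq2 called 1. The edgeR test also called 1 without the filter for abundance, with the stricter filter, with TMM over the 12 other libraries, with control factors of 1, with the geometric mean ratio, without wild-type replicate 1 and without Upf1-Nos replicate 2, and it called 2 without wild-type replicate 3. The median log2 fold change was 0.03, with a range from −0.98 to 1.03. All 145 passed the filter, 0 were called in Upf1, and the lowest change lay just inside the 2-fold threshold. Whether the list was drawn from untargeted genes is not known, so that the count of 0 may follow from that choice. Changes of any size past the adjusted p were found in both directions, with 20 lower and 31 higher genes. Of the cytosolic ribosomal protein genes, 86 of the 92 listed were tested and 0 were depleted by edgeR, by DESeq2 or at an unadjusted p under 0.05. Their median was −0.11, from −0.43 to 1.66, and 13 of the genes behind the correction for oversampling encode ribosomal proteins. That correction sets the level against which this group is read.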

Among genes not targeted by Upf1-Nos, constituents of the ribosome (ES = 20.7) and spliceosome (ES = 9.2) are even more significantly enriched (Fig 2C and 2D). We conclude that while Upf1-Nos selectively targets a few biological processes/pathways with modest preference, it acts globally to deplete maternal mRNAs that encode factors distributed across most biological functions.

### Upf1-Nos acts primarily in conjunction with Pum

Three lines of evidence support the idea that, in targeting a large fraction of the maternal transcriptome, Upf1-Nos acts in collaboration with Pum, much as native Nos and Pum collaboratively repress *hb* mRNA.

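*hb* mRNA was at 82.4 ± 9.41 CPM (SD, n = 3) in Upf1-Nos L7 embryos. In the direct comparison of both chimeras, *hb* was lower in Upf1-Nos by a log2 fold change of −6.46 (standard error 0.22, adjusted p = 1.1e-11), *bcd* by −5.20 (0.23, adjusted p = 4.2e-11) and *Pen* by −1.72 (0.13, adjusted p = 1.6e-08). *CycB* did not differ, with 0.00 (0.17, adjusted p = 0.988).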

First, Upf1-Nos^L7^ is almost inert, changing the transcriptome to essentially the same minor extent as does Upf1 (Fig 2A). The C-terminal tail of Nos that is altered in the L7 mutant is specifically required to promote cooperative binding of Pum and Nos to the NREs in *hb* mRNA.

Second, a set of 538 ovarian mRNAs that copurify with affinity-tagged Pum [27] is enriched among mRNAs depleted by Upf1-Nos (*p*-value = 0.03 by the CAMERA competitive test of [41]; Fig 3A).

**Fig 3:**
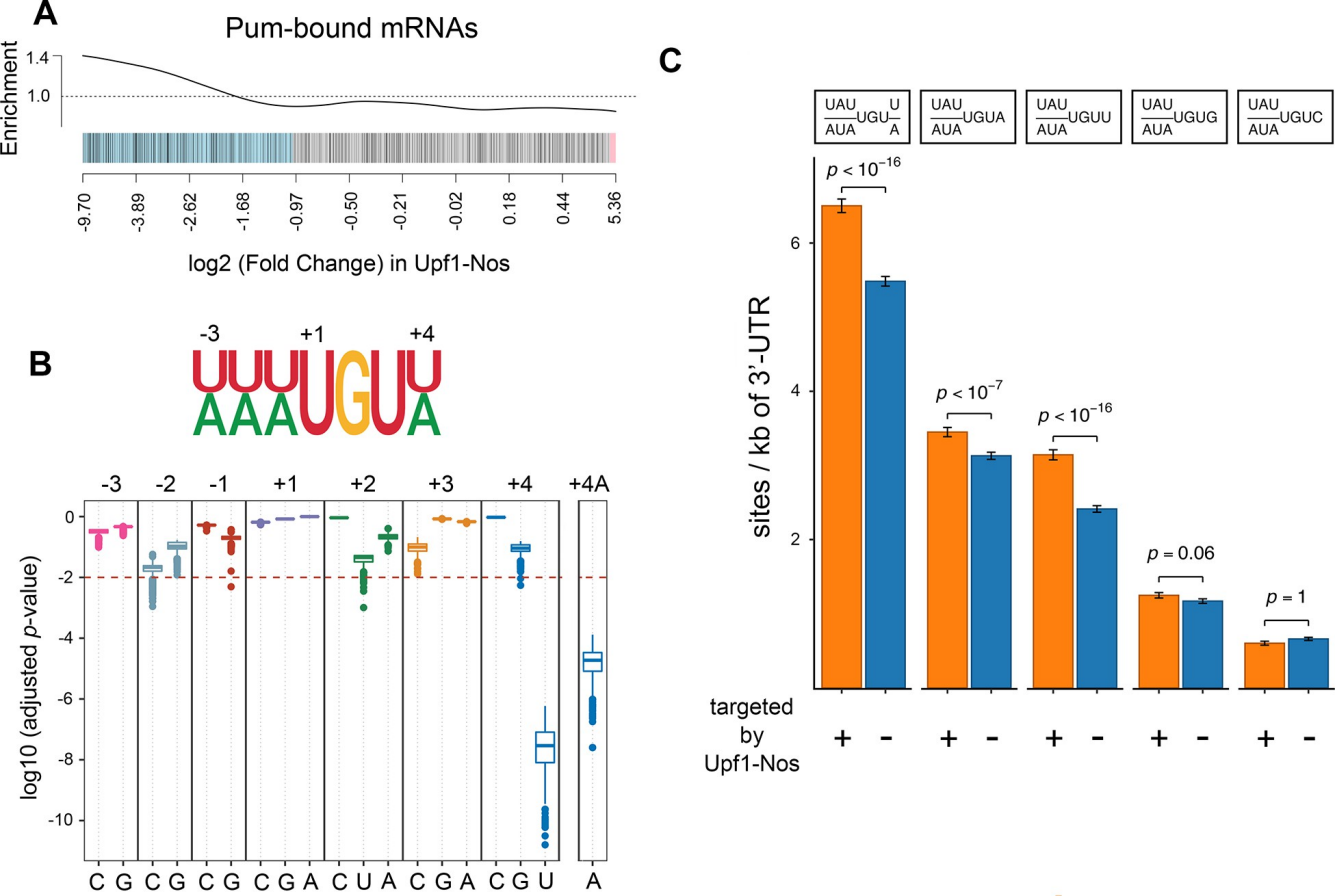
Pum mediates most of the activity of Upf1-Nos. (**A**) Barcode plot showing enrichment among mRNAs depleted by Upf1-Nos of mRNAs bound by transgene-encoded Pum RNA-binding domain in ovarian extracts identified by Gerber and colleagues [27]. Each mRNA is represented by a line; mRNAs depleted and enriched > log_2_ = 1 are highlighted in blue and red, respectively. Here and in subsequent barcode analyses, the x-axis is nonlinear. (**B**) A modified NRE motif (shown above) is enriched among the 3′ UTR sequences of mRNAs depleted by Upf1-Nos. The plot below is of adjusted *p*-values (Hommel) for the significance of the enrichment on the y-axis of each possible motif variant displayed along the x-axis; enrichment of the canonical NRE motif (e.g., +4A) is shown to the right. Enrichment was calculated as described in the text, and each boxplot displays the distribution of *p*-values from 1,000 trial comparisons between the fraction of 3′ UTRs bearing ≥1 motif in targeted vs. nontargeted mRNAs. (**C**) Bar graph showing mean number of various sites (shown above) per kb of 3′ UTR in targeted and nontargeted mRNAs, with error bars representing the SEM. The first pair of columns on the left shows enrichment of the modified NRE motif, and subsequent columns show enrichment of variants at position +4 of this motif, with *p*-values calculated in the Wilcoxon test. The data are also displayed by local regression in S6 Fig. Underlying data for the figure are in S2 Data. Pum, Pumilio; Nos, Nanos; NRE, Nanos Response Element.

Third, the 3′ UTRs of mRNAs targeted by Upf1-Nos are enriched for a modified Nos+Pum binding motif, $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGU $\frac{U}{A}$, in which position +4 is either U or A. This enrichment emerged from 2 analyses.

First, we asked whether the canonical Nos+Pum motif ($\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGUA) is enriched among 3′ UTRs targeted by Upf1-Nos, comparing the fraction of 3′ UTRs bearing the motif between randomly selected subsets of targeted and nontargeted mRNAs, chosen to have the same number of sequences and similar distributions of 3′ UTR lengths. As shown at the right of Fig 3B, the fraction of targeted 3′ UTRs bearing at least 1 canonical site (with A at position +4) is significantly greater than the fraction of nontargeted UTRs (median *p*-value of 1,000 trials = 1.9 × 10^−5^). As controls, we asked whether singly substituted mutant derivatives at each of the 7 motif positions are also enriched. All of the derivatives but one appear to be “mutant” sites not significantly enriched in targeted 3′ UTRs; the exception is $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGUU, which, in fact, is enriched to a greater extent than the canonical site (Fig 3B).

Second, we measured the density of Nos+Pum motifs, comparing 3′ UTR sequences from mRNAs targeted and not-targeted by Upf1-Nos. As shown in Figs 3C and S6, the average number of $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGU $\frac{U}{A}$ sites is significantly enriched in targeted mRNAs, unlike $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGUG or $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGUC sites (Fig 3C). The results shown in Fig 3B and 3C are consistent with work described elsewhere showing that Nos+Pum bind efficiently to NREs with either U or A at position +4 [42].

Taken together, the evidence described above supports the idea that Upf1-Nos is primarily recruited to its targets by Pum in a manner similar to their joint recruitment to the *hb* NRE. We were unable to test Pum dependence directly, as *pum* mutant flies that also express Upf1-Nos are subviable, and females produce very few eggs.

### Upf1-Nos may be recruited to a minor fraction of its targets by Bruno

Although Upf1-Nos^L7^ is largely inactive (as described above), a small cohort of 178 genes is depleted >2-fold upon expression of this mutant chimera. 

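The number of genes depleted by Upf1-Nos L7 moved with the library left out. It was 323, 56 and 29 without wild-type replicates 1, 2 and 3, and 57, 34 and 40 without Upf1-Nos L7 replicates 1, 2 and 3. The likelihood ratio test of edgeR gave 166, DESeq2 140 and the analysis with the genes called in Upf1 kept in 201. The largest depletions were those of *CG13982*, with a log2 fold change of −3.94 (standard error 0.49, adjusted p = 6.9e-05), *Ten-a*, with −2.75 (0.61, adjusted p = 0.00861), and *Eip75B*, with −2.63 (0.36, adjusted p = 1.6e-04). Of the genes enriched, *nolo* rose most, by 6.29 (0.77, adjusted p = 5.6e-05). Depleted genes had long mRNAs. The median length of the most abundant isoform was 6323 nt for 113 depleted genes and 1850 nt for the others, and across 6516 genes the log2 fold change fell with length (Spearman's rho = −0.632, across genes, which are not independent replicates).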

We find no significant enrichment of NREs in the 3′ UTR sequences of mRNAs targeted by Upf1-Nos^L7^ (Figs 4A and S7, *p*-value = 0.087 by Wilcoxon test). Thus, depletion is unlikely to be the result of inefficient recruitment of the mutant Nos moeity to NREs via Pum. We therefore considered the possibility that another RNA-binding protein might recruit Upf1-Nos^L7^ to this minor fraction of the transcriptome.

**Fig 4:**
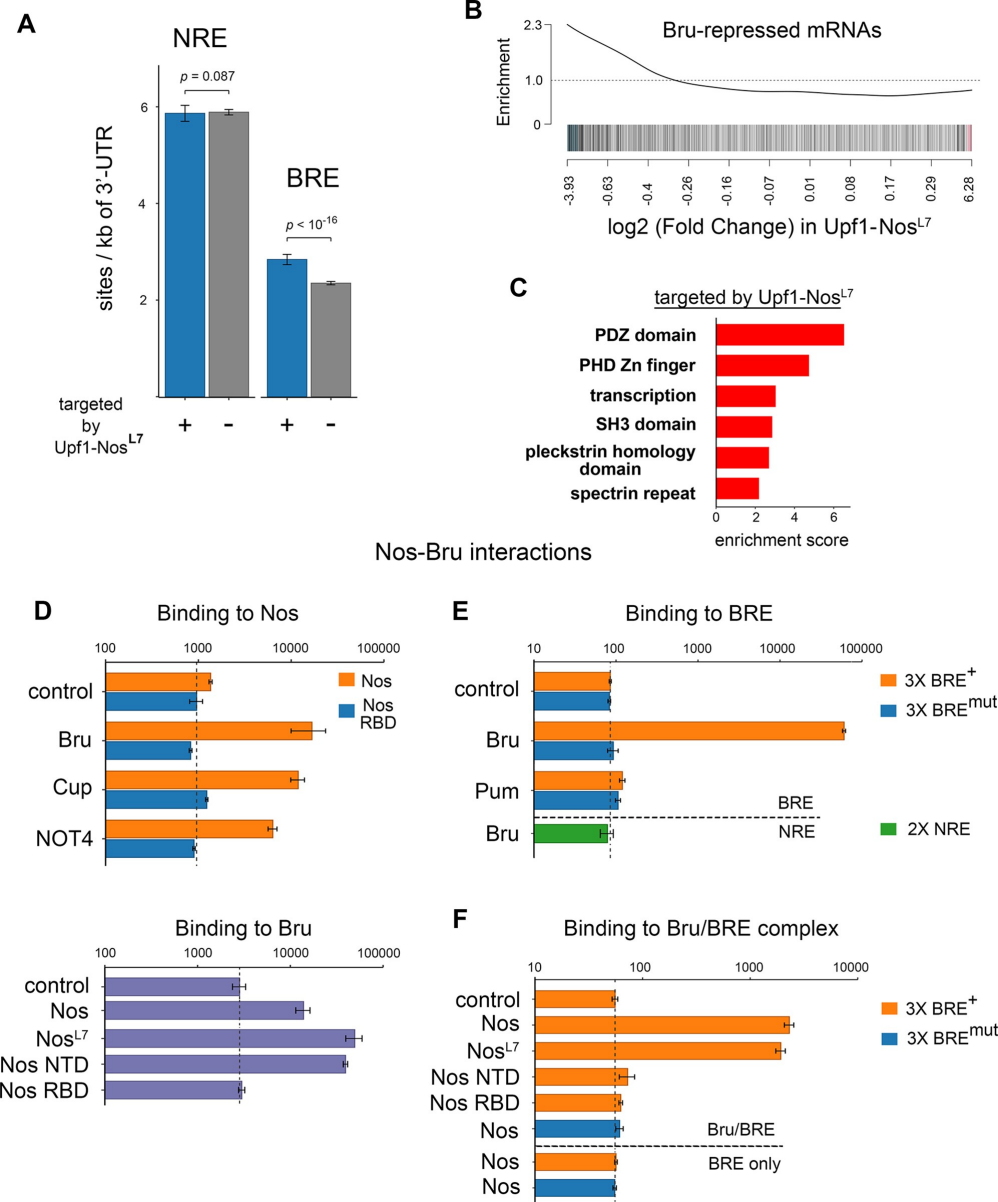
Upf1-Nos targets a small portion of the transcriptome via Bru. (**A**) Similar to Fig 3C, the mean 3′ UTR density of NRE and BRE sites is compared between mRNAs targeted vs. not-targeted by Upf1-Nos^L7^ (*p*-values calculated via Wilcoxon test). The data are also displayed by local regression in S7 Fig. (**B**) Barcode enrichment plot displaying mRNAs derepressed upon inhibition of Bru expression in the ovary [43] plotted vs. the log_2_ (fold change) in Upf1-Nos^L7^ vs. wt (e.g., Fig 2A). (**C**) DAVID analysis reveals enrichment of gene sets among mRNAs targeted by Upf1-Nos^L7^. (**D**-**F**) Yeast interaction assays show that both Nos and Nos^L7^ can be recruited to RNA-bound Bru. In each panel, the binding of AD fusions to various factors (y-axis) to a DNA-bound bait (title above each bar graph) is measured in arbitrary light units of β-galactosidase (x-axis, log_10_ plot). For the “control” entry in each bar graph, yeast were transformed with plasmids that express the bait indicated in the title and an empty vector encoding AD only; the background level of β-galactosidase is also indicated with a vertical dashed line. (**D**) Two-hybrid experiments showing protein–protein interactions between Nos and Bru (above) and Bru and Nos (below). We are unable to assess interaction with DBD fused to the Nos NTD, as the resulting fusion “autoactivates” transcription of the reporter without an AD-fusion partner. (**E**) Three-hybrid experiments showing specific binding of Bru to RNA bearing wt BREs. Below the horizontal dashed line is an additional control showing no significant binding of Bru to NREs. (**F**) Four-hybrid experiments showing binding of Nos and Nos^L7^ to Bru-bound RNA. Below the horizontal dashed line are additional controls showing no binding of Nos in the absence of Bru to RNA bearing either wt or mutant BREs. Note that the background level of β-galactosidase is higher in the yeast strain used for 2-hybrid experiments than in the strain used for 3- and 4-hybrid experiments. Underlying data for the figure are in S3 Data. AD, activation domain; BRE, Bruno Response Element; Bru, Bruno; DBD, DNA-binding domain; Nos, Nanos; NRE, Nanos Response Element; NTD, N-terminal domain; wt, wild type.

To identify such a putative novel Nos cofactor, we used the DREME tool [44] to search for motifs overrepresented among 3′ UTR sequences of mRNAs depleted by Upf1-Nos^L7^. The search revealed enrichment of the motif UAU $\frac{A}{U}$ U $\frac{G}{A}$ UA, which is similar to one of the binding sites for Bruno (Bru): the Bruno Response Element (BRE) U $\frac{A}{G}$ U $\frac{G}{A}$ U $\frac{A}{G}$ U [45]. The average density of BREs is greater in mRNAs depleted ≥2-fold by Upf1-Nos^L7^ (Figs 4A and S7).

Bru is a translational repressor that binds a number of RNA motifs via its 3 RNA recognition motifs (RRMs) [46]. mRNA regulatory targets of Bru in the ovary have been identified by virtue of increased polysome association following RNAi-mediated inhibition of Bru expression [43]. If Bru mediates the depletion of mRNAs by Upf1-Nos^L7^ in our experiments, we would expect significant overlap with the Bru-regulated mRNAs identified by Rangan and colleagues. This is indeed the case: mRNAs depleted by Upf1-Nos^L7^ are enriched for Bru-regulated targets (*p*-value = 7.2 × 10^−6^, CAMERA competitive test), as revealed in a barcode enrichment plot (Fig 4B). 

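*beta-Spec* mRNA (FBgn0250788) was at 12.6 ± 1.55 CPM (SD, n = 3) in Upf1-Nos L7 and 26.3 ± 13.1 (n = 3) in wild type. The log2 fold change of −1.07 (standard error 0.39, adjusted p = 0.0756) did not pass the threshold for adjusted p. It passed with the likelihood ratio test (−1.06, adjusted p = 0.0348), with DESeq2 (−1.01, adjusted p = 0.0168) and without wild-type replicate 1 (−1.32, adjusted p = 0.0321). Its most abundant isoform is 7671 nt long, in the range of lengths over which Upf1-Nos L7 fold changes fell. In Upf1-Nos, its log2 fold change against wild type was 0.96 (standard error 0.38, adjusted p = 0.0362), and against Upf1-Nos L7 it was 2.03 (0.39, adjusted p = 3.5e-04). It was called enriched by Upf1-Nos without the correction for oversampling, with the median ratio of the ribosomal protein genes and with the mode of the ratios. The call was also made with the replicates as blocks (1.03), without wild-type replicate 3 (1.49) and without Upf1-Nos replicate 2 (1.18).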

Functional clustering of gene analysis reveals a number of enriched gene sets among Upf1-Nos^L7^ targets; these encode membrane cytoskeleton factors or regulators (PDZ, SH3, pleckstrin domain proteins, spectrin repeat proteins), at least one of which (β-spectrin) plays a key role in GSCs and differentiation of their progeny (Fig 4C and S3 Data).

We next asked whether Bru can recruit Nos and Nos^L7^ to RNA. Previous experiments have shown that Nos and Bru proteins interact [47,48]. To further characterize the Bru–Nos interaction, we performed yeast 2-hybrid experiments, the results of which are shown in Fig 4D. We find that a fragment of Bru interacts with full-length Nos, stimulating LacZ reporter activity to a slightly greater extent than does interaction with either of 2 known Nos effectors, Cup and NOT4 (Fig 4D, above) [1,49]. In reciprocal experiments with DNA-binding domain (DBD) and transcriptional activation domain (AD) fusions swapped, we observe binding of both Nos and Nos^L7^ to Bru, demonstrating that the Bru–Nos interaction does not depend on an intact Nos C-terminal tail. Consistent with this observation, Bru interacts with the Nos N-terminal domain (NTD) but not its C-terminal RBD (Fig 4D, below).

To directly test whether RNA-bound Bru can recruit Nos to RNA, we next used yeast 3-hybrid RNA-binding experiments to show that Bru binds specifically to a synthetic RNA sequence with 3 copies of the canonical BRE, but not to RNAs with either 3 copies of a mutant BRE or 2 copies of a NRE (Fig 4E). Then, in yeast 4-hybrid experiments similar to those used to show Pum-dependent recruitment of Nos to NREs [23], we find that RNA-bound Bru can recruit either Nos or Nos^L7^ to the RNA (Fig 4F). Recruitment is dependent on both the NTD and RBD of Nos, raising the possibility that protein–protein interactions between Bru and Nos as well as protein–RNA interactions between Nos and the RNA are required for formation of the ternary Bru/Nos/RNA complex.

Although we initially identified Bru as a mediator of the activity of Upf1-Nos^L7^, the interaction experiments in Fig 4D–4F show that Bru interacts similarly with the L7 mutant and wild-type Nos proteins. It therefore seems likely that Bru mediates targeting of the same small subset of mRNAs by both Upf1-Nos^L7^ and Upf1-Nos but that Pum-mediated targeting of the much larger set of mRNAs by the latter obscures the contribution by Bru. 

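Of the 115 genes depleted by Upf1-Nos L7, 60 were also depleted by Upf1-Nos, a share of 52.2% (95% Wilson interval 43.1% to 61.1%). Among the genes not depleted by Upf1-Nos L7 the share was 39.0%, an odds ratio of 1.70 (Fisher's exact test, 2-sided, p = 0.00507, across genes, which are not independent replicates). The median log2 fold change of the 115 genes in Upf1-Nos was −1.11, and 23 of them were above 0. Compared directly, 26 of the 115 were lower in Upf1-Nos than in Upf1-Nos L7 by more than 2-fold, and 36 were higher. The excess depended on the setting. The share was close to that of all genes tested without the correction for oversampling (31.3% and 31.5%), with DESeq2 (41.4% and 40.3%) and with only the 6 libraries compared (39.1% and 38.6%). It stayed above that of all genes with the replicates as blocks (62.0% and 39.2%) and with the genes called in Upf1 kept in (71.1% and 39.7%). It was 72.4% without wild-type replicate 3. Both comparisons use the same 3 wild-type libraries.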

Consistent with this idea, neither BREs (*p*-value = 0.129 by Wilcoxon test) nor Bru-repressed mRNAs (*p*-value = 0.084 by CAMERA competitive test; S8 Fig) are enriched among mRNAs targeted by Upf1-Nos.

In summary, we have shown that Bru can recruit Nos or Nos^L7^ to specific RNA sequences, supporting the idea that Bru mediates targeting of a minor subset of the maternal transcriptome by Upf1-Nos^L7^ (and presumably contributing to depletion of the same minor subset by Upf1-Nos). The mechanism by which the Nos-Bru-BRE complex forms is independent of the integrity of the Nos C-terminal tail and thus different from cooperative binding of Nos+Pum to the *hb* NRE.

### mRNAs targeted by Upf1-Nos in transgenic animals are repressed in wild-type ovaries and embryos by Nos

We next asked whether mRNAs depleted by Upf1-Nos might be regulated by endogenous Nos in wild-type animals. As a first step to addressing this question, we reanalyzed 2 studies of maternal mRNAs in late oogenesis and early embryogenesis, partitioning these into mRNAs either targeted or not targeted by Upf1-Nos.

In the first study, Tadros and colleagues [50] identified maternal mRNAs that are degraded in unfertilized eggs; by definition, the regulation they observed occurs in the absence of zygotic gene expression. Tadros and colleagues [50] identified 1,069 mRNAs whose abundance drops at least 1.5-fold as unfertilized eggs age. This set of destabilized maternal mRNAs is significantly enriched among our Upf1-Nos targets (*p*-value = 1.6 × 10^−11^; Fig 5A). The embryos used in their experiments were unfertilized but otherwise wild type, and, therefore, destabilization must be mediated by endogenous maternal factors.

**Fig 5:**
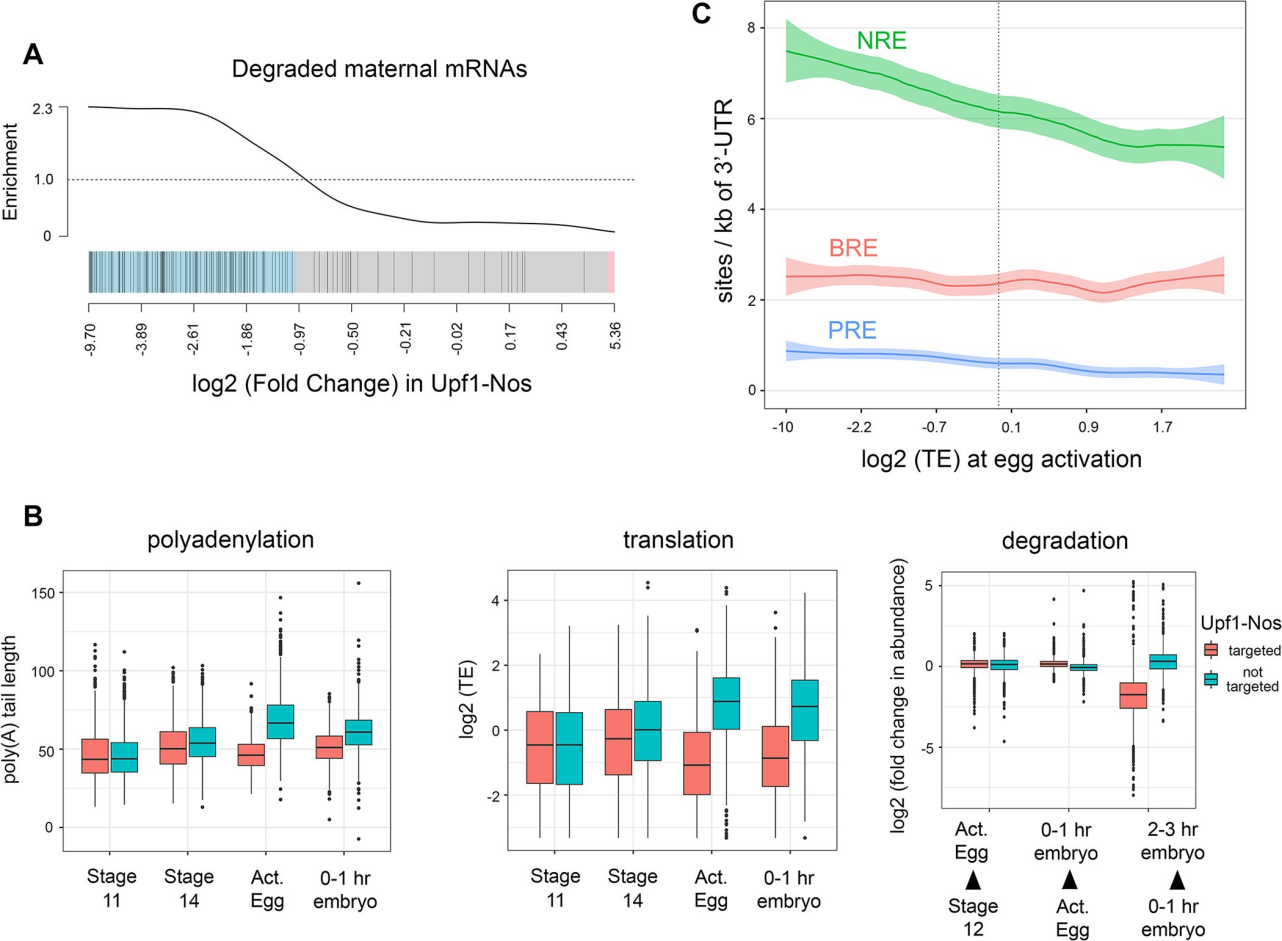
Maternal mRNAs targeted by Upf1-Nos are translationally repressed and degraded in wild-type eggs. (**A**) Barcode plot displaying enrichment of maternal mRNAs degraded in unfertilized eggs [50] vs. log_2_ (fold change) in Upf1-Nos vs. wt (e.g., Fig 2A). (**B**) Maternal mRNAs expressed at nc 9–10 in the RNAseq experiments of Fig 2 were binned into those targeted (red) and not targeted (teal) by Upf1-Nos. Then, the poly(A) tail length and relative translational efficiency of each mRNA was extracted from the data of Eichhorn and colleagues [51] at the 4 stages of development indicated below: stage 11 and 14 oocytes, activated eggs, 0–1-hour embryos (before the onset of zygotic transcription). The plot at the right is of the change in abundance for each maternal mRNA between each of the 3 developmental transitions indicated below, again using the data of Eichorn et al. (2016). Statistical analysis in S4 Data. Note that zygotic transcription contributes significantly to mRNA abundance in the 2–3-hour embryo pool, but all other time points analyze purely maternal mRNAs. (**C**) Local regression analysis of binding motifs in mRNA 3′ UTRs as a function of TE at egg activation, from the data of Eichorn et al. (2016). For this analysis, we chose the most highly expressed maternal isoform for each gene. Underlying data for the figure are in S4 Data. nc, nuclear cycle; Nos, Nanos; TE, translational efficiency; wt, wild type.

In the second study, Eichhorn and colleagues [51] characterized mRNAs in staged samples from wild-type ovarian egg chambers and timed embryo collections up to 6 hours after egg deposition, measuring abundance, poly(A) tail length, and translational efficiency (TE). Their work reveals comprehensive changes to the maternal transcriptome during an extended span of development that includes the oocyte–egg transition (e.g., the vertical dashed line in Fig 1A) and the MZT, a period from approximately 1.5 to 3.0 hours of embryonic development during which many maternal mRNAs are degraded and zygotic transcription is activated. Analyzing their data, we find that mRNAs targeted by Upf1-Nos are regulated differently than are nontargeted mRNAs. Nontargeted maternal mRNAs undergo lengthening of their poly(A) tails at egg activation and concomitant enhanced translation, consistent with the observation that poly(A) tail length and TE are coupled until the onset of gastrulation (which occurs at 3 hours of embryonic development) [51]. In contrast, Upf1-Nos targets undergo neither poly(A) tail lengthening nor translational enhancement (Fig 5B). The repressed Upf1-Nos targets are stable until embryogenesis but degraded between the 0- to 1- and 2- to 3-hour windows of development (Fig 5B). The data likely underestimate the extent of degradation during the MZT, since some maternally transcribed mRNAs are retranscribed zygotically, as discussed below.

Taken together, the data in Fig 5 suggest that, late in oogenesis, the large set of approximately 2,600 mRNAs targeted by Upf1-Nos (in transgenic animals) is translationally repressed in wild-type animals during late oogenesis and subsequently degraded in the early embryo. We suggest that these regulatory events are a delayed response to the burst of Nos expression that peaks at stage 10B of oogenesis (Fig 1A), which represses targeted mRNAs and primes them for subsequent degradation in the embryo.

As a first test of the idea that Nos is responsible for repressing a large cohort of maternal mRNAs, we asked whether the modified NRE motif that mediates Nos+Pum binding is overrepresented among maternal mRNAs that are translated inefficiently at egg activation. As shown in Fig 5C, localized regression analysis reveals a correlation between the translational efficiency and the density of modified NRE motifs in the 3′ UTR across the maternal transcriptome. In comparison with the 3′ UTRs of mRNAs that are not repressed, the modified NRE is enriched in the 3′ UTRs of repressed mRNAs (defined as TE < 1, *p*-value = 1.1 × 10^−8^ by two-sided Wilcoxon test). As controls, canonical Pum binding sites (PREs) and BREs are present at lower density (Figs 5C and S9) and are enriched to a lesser extent (PREs) or not at all (BREs) in repressed mRNAs (*p*-values of 7.3 × 10^−6^ and 0.22, respectively).

All the work described above is based on the ectopic expression of Upf1-Nos, which behaves like a hyperactive version of Nos that efficiently degrades bound mRNAs. Part of the rationale for using Upf1-Nos is that, in the *Drosophila* embryo, Nos acts primarily to block translation and only secondarily to promote the degradation of targeted mRNAs [35,37,52,53]. In *C*. *elegans*, RNAseq analysis of *nos* mutant PGCs successfully identified a cohort of maternal mRNAs that are destabilized by Nos in wild-type PGCs [10]. This observation led us to ask (1) if we could detect Nos-dependent destabilization of maternal mRNAs and (2) whether the same mRNAs are targeted by Upf1-Nos and by Nos. To address these issues, we collected embryos from wild-type and *nos*^−^ females at 0 to 1 and 2 to 3 hours of development (i.e., before and after the onset of zygotic transcription, respectively) and measured the abundance of maternal mRNAs via RNAseq. 

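Poly(A)-selected RNA was sequenced from unsorted collections of wild-type and *nos*- embryos, with 3 libraries per genotype and stage. The authors processed the reads as for the sorted embryos and deposited RSEM expected counts without normalization. Total counts per library were between 15253031 and 21661085. The paper's S5 Data gives between 15300434 and 21755710 mapped reads, and the values here use the counts. The median total was 18749050 for wild type and 17588059 for *nos*- at 0 to 1 hours, and 17478935 and 18974576 at 2 to 3 hours. The 12 libraries were fitted together with edgeR, as above but with TMM factors throughout, and 8445 genes passed the filter. Of these, 6803 are maternal, meaning that they also passed it in the sorted embryos. A gene was called at a log2 fold change beyond 0.5 and an adjusted p below 0.05. *nos* mRNA (FBgn0002962) checks the labels. It was at 0.473 ± 0.245 CPM (SD, n = 3) in *nos*- and 599 ± 41.6 (n = 3) in wild type at 0 to 1 hours, and at 2.06 ± 0.345 and 69.8 ± 8.70 CPM at 2 to 3 hours.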

In analyzing the data, we ignored mRNAs that are transcribed zygotically, but not maternally, since these are not exposed to and thus cannot be regulated by Nos.

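Of 6803 maternal genes, 388 (5.70%) were higher in *nos*- embryos at 0 to 1 hours. Their number depended on the normalization and the filter. It was 181 with factors from the 20 highly expressed genes, 178 with a count minimum of 100 and 974 without a filter. With 1 library left out it stayed between 297 and 431. The median log2 fold change over maternal genes was 0.07. *Pen* had a log2 fold change of 0.29 (standard error 0.10, adjusted p = 0.0585) at this stage and *hb* 0.47 (0.10, adjusted p = 0.00595), just below the threshold. *hb* was called higher without wild-type 0 to 1 hour replicate 1 (0.58, adjusted p = 0.00244). The same held without *nos*- 0 to 1 hour replicate 2 (0.52, adjusted p = 0.0104). Over the alternatives for processing, its log2 fold change ran from 0.23 to 0.48, with adjusted p up to 0.325.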

As shown in Fig 6A, at 0 to 1 hours of development, the wild-type and *nos*^-^ mRNA populations are similar in composition, with only 3.5% of the maternal transcriptome significantly enriched >log_2_ = 0.5-fold in *nos*^-^ embryos. A somewhat greater fraction of the maternal transcriptome (5.6%) is depleted in *nos*^-^ embryos at this stage of development, presumably due to indirect effects of Nos on gene expression earlier, during ovarian development (since Nos is thought to act primarily as a repressor). However, after the onset of the MZT, 18.5% of the maternal transcriptome is stabilized in 2- to 3-hour *nos*^-^ embryos (Fig 6A). 

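At 0 to 1 hours, 289 maternal genes (4.25%) were lower in *nos*- embryos, fewer than were higher. Higher genes were 57.3% of the called genes with TMM and 58.1% with the replicates as blocks. The order turned in other analyses, with 43.9% higher genes with the size factors of DESeq2, 25.1% with factors from the 20 highly expressed genes, 37.3% with only the 6 libraries compared, 44.9% when maternal genes were selected before the fit and between 37.5% and 47.5% with a stricter filter, with DESeq2 or with a 2-fold threshold. Apart from *nos*, the genes with the largest decreases had no count in *nos*-. *His1:CG33861* was at least 178-fold lower and *CG46302* at least 92.9-fold lower, on a floor of 3 counts over the group. The call of *CG46302* was lost without wild-type 0 to 1 hour replicates 2 and 3 (adjusted p = 0.0575 and 0.0557) and without *nos*- replicates 1, 2 and 3 of that stage (adjusted p = 0.0595, 0.0679 and 0.0565).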

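At 2 to 3 hours, 1355 maternal genes (19.9%) were higher in *nos*- embryos and 457 (6.72%) lower. Higher genes were 74.8% of the called genes, and between 69.4% and 87.5% under the alternatives. *Pen* rose from 408 ± 55.4 CPM (SD, n = 3) in wild type to 946 ± 119 (n = 3) in *nos*-, a log2 fold change of 1.21 (standard error 0.11, adjusted p = 1.2e-05). *bru1* (FBgn0000114) rose by 1.96 (0.32, adjusted p = 7.1e-04), *Rbf* (FBgn0015799) by 0.85 (0.14, adjusted p = 6.7e-04), *p23* (FBgn0037728) by 0.83 (0.09, adjusted p = 5.6e-05), *DppIII* (FBgn0037580) by 0.75 (0.16, adjusted p = 0.00368) and *CCT2* (FBgn0030086) by 0.75 (0.16, adjusted p = 0.00309). The number of higher genes ran from 505 with a 2-fold threshold to 1874 with factors from the 20 genes. From the rise at this stage, the paper concludes that maternal mRNAs are stabilized without Nos.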

We have not examined where in embryos Nos-dependent degradation takes place; however, we note that 35% of targeted maternal mRNAs are up-regulated >2-fold in the absence of Nos, suggesting that in wild-type animals, it acts throughout the cytoplasm rather than just in the posterior, as in the case of maternal *hb*. 

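Of the 1355 maternal genes called higher, 505 were up by more than 2-fold, a share of 37.3% (95% Wilson interval 34.7% to 39.9%). Without the filter for abundance the share was 45.3%. With 1 library left out it stayed between 36.3% and 40.4%.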

A rank-ordered barcode display of mRNAs stabilized in the absence of Nos reveals a correlation with mRNAs targeted by Upf1-Nos (*p*-value = 3.8 × 10^−14^; Fig 6B). 

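The 2579 genes depleted by Upf1-Nos and tested in both experiments had a median log2 fold change of 0.43 in *nos*- embryos at 2 to 3 hours, against −0.15 for the 3964 others. Of these genes, 84.9% were above 0, compared with 31.6% of the others. Camera, a competitive test of limma, gave p = 3.0e-39 with its preset inter-gene correlation of 0.01. With the correlation estimated from the libraries, which was 0.236, p was 0.0234, and the rotation test fry gave p = 7.2e-04. Genes are not independent replicates.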

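Among the 6543 genes tested in both experiments and not called in Upf1, 1297 were higher in *nos*- embryos at 2 to 3 hours. Of these, 1105 were depleted by Upf1-Nos, a share of 85.2% (95% Wilson interval 83.2% to 87.0%), compared with 39.4% of all 6543. The odds ratio was 14.7 (Fisher's exact test, 2-sided, p = 2.9e-318). The share moved most without the filter for abundance, to 73.6%, and was 79.1% without the wild-type 2 to 3 hour library of replicate 1. The genes depleted by Upf1-Nos fell between 0 to 1 and 2 to 3 hours in wild type, with a median log2 fold change of −1.72 against 0.46 for the others. Of the depleted genes, 74.1% fell by more than 2-fold in wild type, compared with 4.11% of the others.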

In fact, 86% (1,019/1,185) of the mRNAs stabilized in the absence of Nos are depleted by Upf1-Nos (Fig 6C). Taken together, the complementary loss- and gain-of-function results of Figs 6 and 2 indicate that Nos regulates at least these 1,019 common mRNA targets.

**Fig 6:**
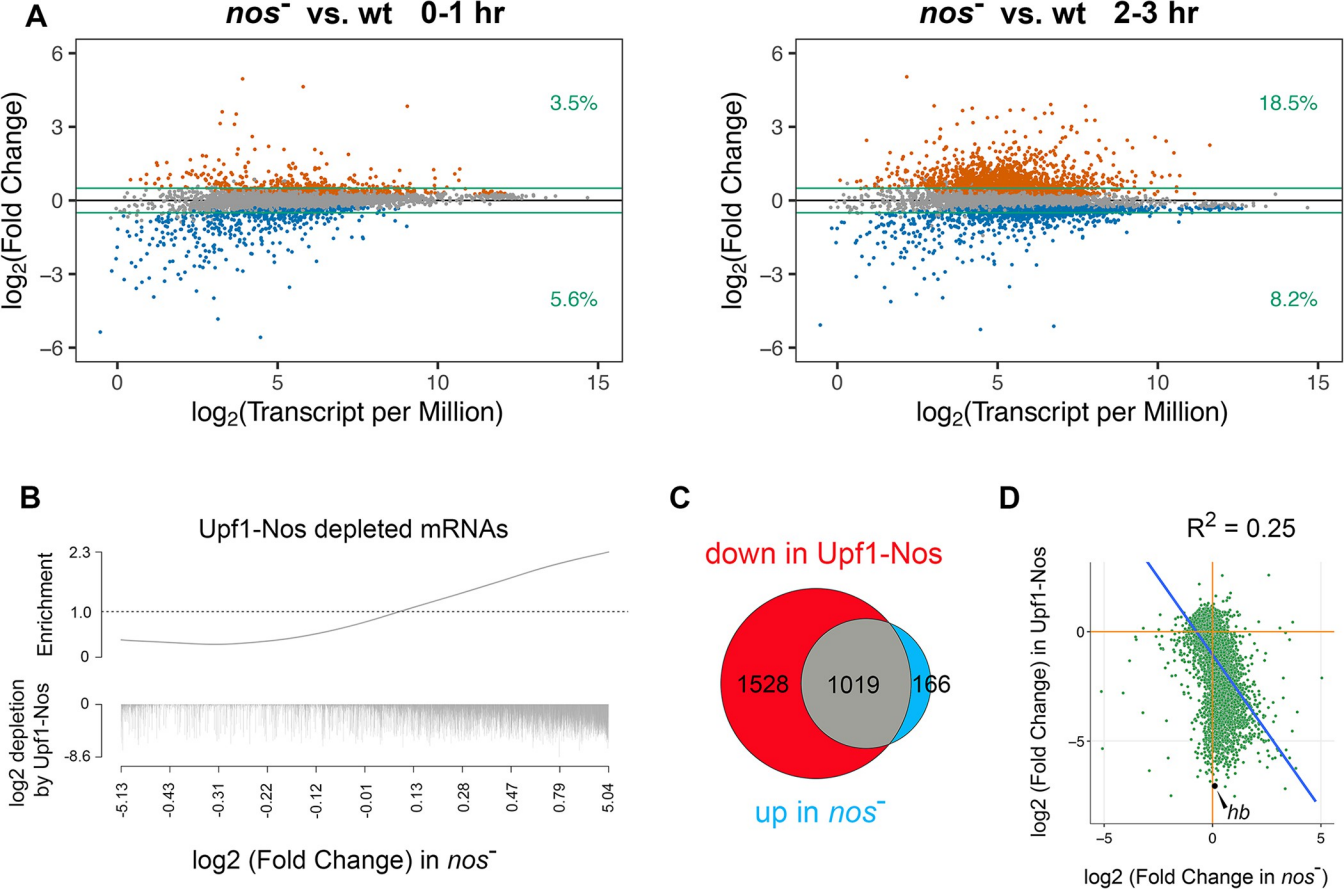
Regulation of maternal mRNA abundance by endogenous Nos in wild-type oocytes and embryos. (**A**) Results of RNAseq analysis, comparing the abundance of maternal mRNAs between wild-type and *nos*^-^ embryos at 0–1 and 2–3 hours of embryonic development. Only maternal mRNAs (based on the manually sorted embryos used in the RNAseq experiments of Fig 2 are shown. The green lines mark log_2_ ± 0.5, and the figures at the right indicate the fraction of the (gene-binned) transcriptome that is significantly changed and above or below the arbitrary cutoff, which is smaller than the 2-fold cutoff used in Fig 2 since the magnitude of destabilization by Nos is generally smaller than the magnitude of degradation by Upf1-Nos. mRNAs stabilized or destabilized in the absence of Nos at an FDR < 0.05 are orange and blue, respectively. (**B**) The barcode shows mRNAs depleted by Upf1-Nos (Fig 2) plotted vs. the log_2_ (fold change) in *nos*^-^ vs. wt at 2–3 hours (e.g., Fig 6A). Each depleted mRNA is a hashmark, the length of which indicates the extent of depletion by Upf1-Nos; this plot shows a poor correlation between the extent of degradation by Upf1-Nos and by Nos in wt embryos (see also the scatterplot in D). (**C**) A Venn diagram shows that most of the maternal mRNAs stabilized in the absence of Nos are degraded by Upf1-Nos. (**D**) The scatterplot shows the correlation between the extent of degradation by Upf1-Nos and stabilization in the absence of Nos. The canonical Nos substrate *hb* mRNA is highlighted as an extreme example, in which zygotic reexpression between 2–3 hours almost completely obscures Nos-mediated regulation of maternal *hb* mRNA. In all these comparisons, we analyze only the 6,399 mRNAs common to the 2 datasets (e.g., Figs 2A and 6A). Underlying data for the figure are in S5 Data. FDR, false discovery rate; *hb*, *hunchback*; Nos, Nanos; wt, wild type.

What then of the 1,528 maternal mRNAs that are regulated by Upf1-Nos but apparently not by Nos (Fig 6C)? 

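Of the 2579 genes depleted by Upf1-Nos and tested in both experiments, 1474 were not called higher in *nos*- embryos at 2 to 3 hours, and 73 were called lower. The median log2 fold change in *nos*- was 0.20 for these 1474 genes and 0.85 for the 1105 called higher. In Upf1-Nos, their medians were −2.29 and −3.04.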

One possibility is that they are repressed but not degraded by Nos. Another possibility is that they are repressed and degraded by Nos and then reexpressed zygotically during the 2- to 3-hour window of embryonic development. At this stage, Nos is confined to the PGCs (which constitute only a small fraction of the volume of the embryo), and, therefore, essentially no zygotically reexpressed mRNAs will suffer regulation by Nos even if they might be susceptible. This is not a confounding issue for our analysis of Upf1-Nos activity, since mRNA was harvested before the onset of transcription. However, zygotic reexpression likely does mask regulation of mRNA stability by Nos, thereby accounting, at least in part, for the modest correlation between the extent of regulation by Upf1-Nos and by Nos (R^2^ = 0.25; Fig 6D). For example, the canonical Nos target *hb* (highlighted in the scatter plot in Fig 6D), which is among the most sensitive Upf1-Nos targets, is retranscribed in the 2- to 3-hour window such that the net level of *hb* mRNA at 2 to 3 hours of development is not significantly different in the presence or absence of Nos.

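Across 6543 genes, the log2 fold changes in Upf1-Nos and in *nos*- embryos at 2 to 3 hours had R2 = 0.231 (Pearson's r = −0.480, Spearman's rho = −0.588, across genes, which are not independent replicates). For single pairs of *nos*- and wild-type libraries, R2 ran from 0.144 to 0.333 over 9 combinations. Without the genes on the lists of zygotic genes, R2 was 0.350 over 5466 genes. Without the filter for abundance it was 0.0145. The paper proposes that zygotic transcription hides part of the relation.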

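*hb* mRNA was at 382 ± 22.5 CPM (SD, n = 3) in *nos*- embryos at 2 to 3 hours and 346 ± 24.2 (n = 3) in wild type. The log2 fold change was 0.14 (standard error 0.10, adjusted p = 0.266). In wild type, *hb* rose between 0 to 1 and 2 to 3 hours by a log2 fold change of 0.33 (0.10, adjusted p = 0.0103). The effect of *nos*- on *hb* was not shown to differ between the stages, with a difference of −0.32 (0.14, adjusted p = 0.0989).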

To estimate the potential influence of zygotic reexpression on the 2- to 3-hour samples ± Nos, we first analyzed data from Lott and colleagues (see S5 Data) [54]. Their measurements of RNA abundance in precisely staged single embryos allow us to determine the fraction of maternal mRNAs in our experiments that are reexpressed zygotically within 3 pools: mRNAs targeted by both Upf1-Nos and Nos (pool A; 105/1,019 = 10%); mRNAs targeted by Upf1-Nos but not Nos (pool B; 655/1,528 = 43%); and mRNAs targeted by neither (pool C; 760/3,852 = 20%). 

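Genes were assigned to the lists of the study by Lott and colleagues as S5 Data gives them, with 1092 maternal and zygotic and 1966 zygotic genes. In pool A, 130 of 1105 genes (11.8%, 95% Wilson interval 10.0% to 13.8%) were on either list. In pool B they were 649 of 1474 (44.0%, 41.5% to 46.6%), and in pool C 298 of 3964 (7.52%, 6.74% to 8.38%). With the list of zygotic genes alone, the shares were 0.724%, 6.24% and 2.35%. Pool C rose to 20.5% without the filter for abundance. Without wild-type replicate 3 at 2 to 3 hours, the share in pool A was 21.0%, and without replicate 1 it was 7.28%.

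**Figure D2:**
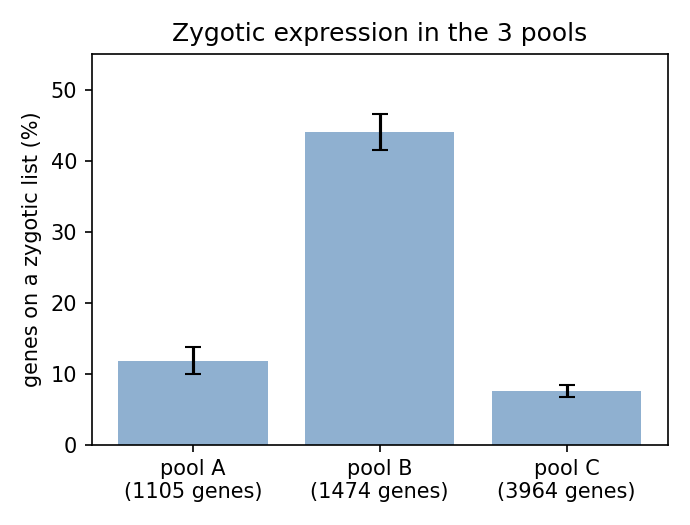
Share of genes on a list of zygotic genes (percent) in pools A, B and C. Bars are shares over the genes of each pool, and error bars are 95% Wilson intervals, which treat genes as independent and do not cover the spread between libraries. Pool B, at 44.0%, lies above the other pools, whose intervals end at 13.8% and 8.38%.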

There is a striking enrichment of zygotically reexpressed mRNAs in pool B (*p*-values < 2.2 × 10^−16^ versus pools A or C, respectively, by Fisher exact test). 

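Fisher's exact test (2-sided) gave an odds ratio of 5.90 for pool B against pool A (p = 5.6e-75) and 9.67 against pool C (p = 1.1e-195). Genes are not independent replicates, so that these p-values do not measure the spread between libraries. By the same exact test, pool A was above pool C, with an odds ratio of 1.64 (p = 1.7e-05), but its share was below that of pool C without wild-type 2 to 3 hour replicate 1, with the list of zygotic genes alone and without the filter for abundance.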

Taken together, these observations support the idea that, for many of the genes in pool B, Nos-dependent degradation of the maternal mRNA component might be masked by new transcription at 2 to 3 hours of embryonic development (e.g., as for *hb*).

We reasoned that we might observe a reduction in poly(A) tail length and TE of the 1,528 mRNAs in pool B at earlier stages of development, before the potentially confounding contribution of zygotic transcription. To test the idea, we returned to the resource described by Eichhorn and colleagues [51], examining the fate of maternal mRNAs at various stages from late oogenesis through the first hour of embryonic development. Data were parsed into the 3 pools described above: (A) the 1,019 mRNAs targeted both by Upf1-Nos and Nos; (B) the 1,528 mRNAs targeted only by Upf1-Nos; and (C) the remaining 3,852 mRNAs not targeted by Upf1-Nos. As shown in Fig 7A, the 2 pools containing Upf1-Nos-targeted mRNAs (A and B) are regulated in a similar fashion, particularly at egg activation: mRNAs in both pools are translationally repressed and suffer shortening of their poly(A) tails (albeit, to slightly different extents; S5 Data). In contrast, the mRNAs not targeted by Upf1-Nos (pool C) are translationally activated and undergo lengthening of their poly(A) tails.

**Fig 7:**
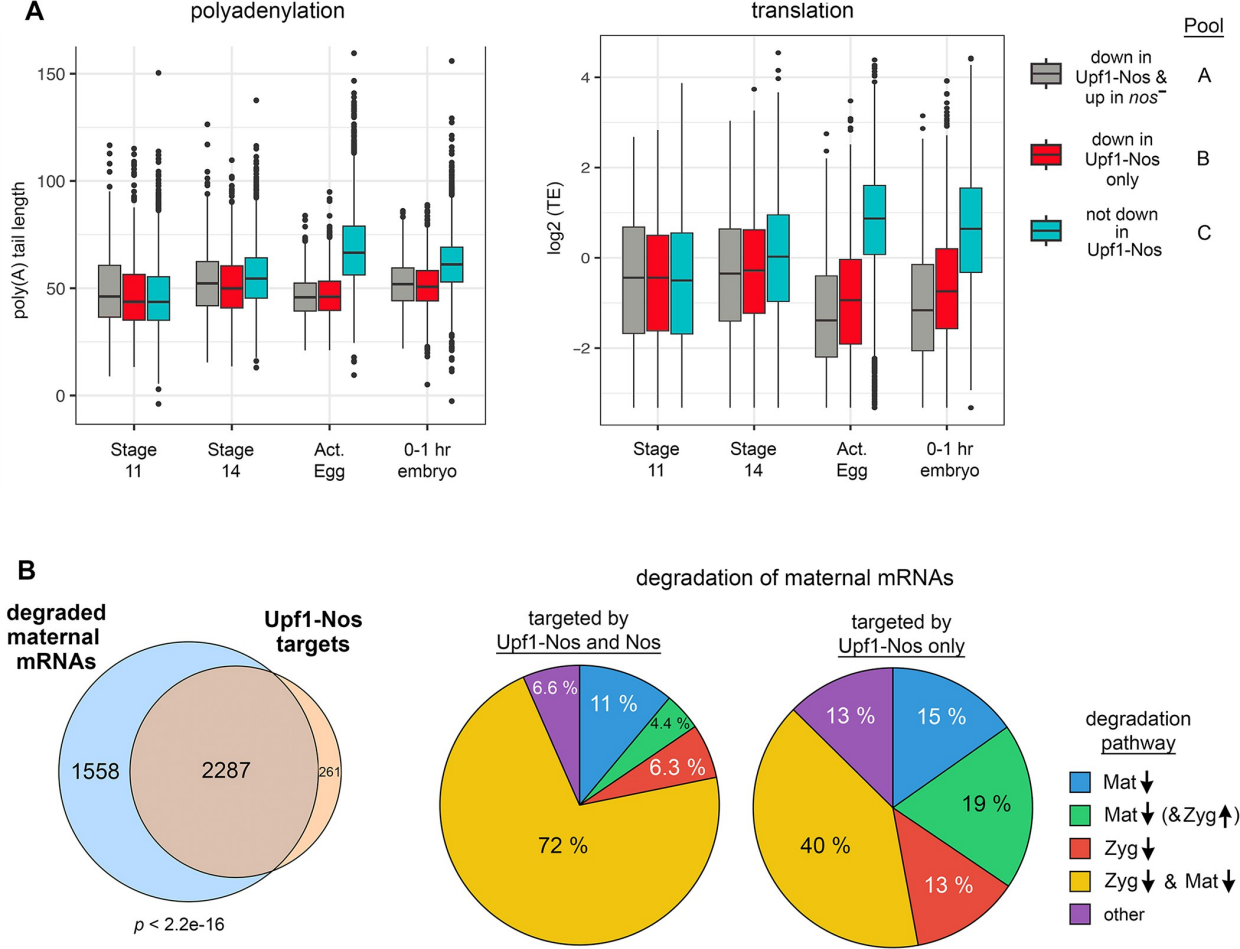
Regulation of maternal mRNA polyadenylation, translation, and degradation by Upf1-Nos and Nos. (**A**) Maternal mRNAs were divided into 3 pools: down in Upf1-Nos and up in *nos*^-^ at 2–3 hours (Pool A); down in Upf1-Nos only (Pool B); and the remaining 3,852 maternal mRNAs untargeted by Upf1-Nos (Pool C). These bins were used to parse the data of Eichhorn and colleagues [51], as described for Fig 5. Statistical analysis in S5 Data. (**B**) Analysis of unstable maternal mRNAs degraded in early embryogenesis. At the left is shown the overlap between maternal mRNAs that are degraded in the first 3 hours of embryogenesis (60% of all maternal mRNAs; [55]) with mRNAs targeted by Upf1-Nos. To the right are Venn diagrams showing the distribution of mRNAs among various degradation pathways. Down arrows denote degradation by either Mat or Zyg pathways, and the single upward arrow indicates zygotic reexpression. These correspond to mRNA classes II-V in [55] and an “other” category, which consists primarily of mRNAs absent from Thomsen and colleagues’ data, as well as minor contributions from stable maternal mRNAs (class I) and purely zygotic mRNAs (class VII). Underlying data and statistical analysis in S6 Data. Mat, maternal; Nos, Nanos; Zyg, zygotic.

Overall, we conclude that, at or around the oocyte–egg transition, endogenous Nos likely regulates most of the maternal mRNAs targeted by Upf1-Nos.

### Nos is a major contributor to maternal mRNA degradation in the early embryo

As in many organisms [56], a large proportion of the maternal transcriptome is degraded during early *Drosophila* embryonic development. Our analysis in Fig 5B suggests that mRNAs targeted by Upf1-Nos are degraded during the MZT. But we could not easily gauge the overall contribution of Upf1-Nos, or Nos, to maternal degradation in general from these data. We therefore turned to experiments in which maternal mRNA degradation has been measured more directly [55]. Thomsen and colleagues measured degradation in both unfertilized eggs and in embryos before and after onset of the MZT using microarrays. Their experiments reveal that 60% of maternal transcripts are degraded in the early embryo and that degradation of each mRNA is dependent on the activity of maternal factors, zygotic factors, or a mixture of the two. The initial wave of degradation has recently been verified via analysis of single embryo transcriptomes using RNAseq [57].

We asked whether the subsets of degraded maternal mRNAs and mRNAs targeted by Upf1-Nos overlap. The striking result is that 25% of degraded maternal mRNAs are targeted by Upf1-Nos and by Nos, and an additional 34% of degraded maternal mRNAs are targeted by Upf1-Nos but not Nos (S6 Data); conversely, the overwhelming majority of Upf1-Nos targets (90%) are degraded in wild-type embryos (Fig 7B). These observations support the ideas that (1) Nos contributes to the degradation of between 25% and 59% of maternal mRNAs in wild-type embryos and (2) Upf1-Nos does not adventitiously target otherwise stable mRNAs. Parsing the data of Thomsen and colleagues reveals that degradation of mRNAs targeted by both Upf1-Nos and Nos is dependent on both maternal and zygotic factors (Fig 7B). Their data further show that at least 19% of mRNAs targeted by Upf1-Nos but not Nos are zygotically reexpressed (Fig 7B), supporting our idea that zygotic expression masks Nos-dependent degradation in the experiments of Fig 6.

Overall, we conclude that Nos regulates the poly-adenylation, translation, and stability of a large portion of the maternal transcriptome.

## Discussion

The main conclusions from the work presented above are that Nos regulates thousands of mRNAs in the maternal transcriptome and likely does so in concert with Pum, binding jointly to NRE sequences much as they do to the NREs in *hb* mRNA. The latter idea is supported primarily from the relative inactivity of Upf1-Nos^L7^, which bears a defective C-terminal tail, a critical element of the intricate set of protein–protein and protein–RNA interactions that support formation of the Nos/Pum/*hb* NRE ternary complex [22]. In theory, the Nos C-terminal tail might mediate similar interactions with another RNA-binding partner too. Although we cannot rule out such an idea, the enrichment of NREs among mRNAs depleted by Upf1-Nos (Fig 3) or repressed at egg activation (presumably by endogenous Nos; Fig 5) supports the idea that most of the Nos tail-dependent activity is mediated via Pum as a partner.

A number of factors drove us at the outset to adopting the unconventional approach of using Upf1-Nos to identify Nos regulatory targets. First, we failed to achieve meaningful enrichment of *hb* mRNA in pulldown experiments from embryonic extracts expressing epitope-tagged Nos. This disappointing observation was mitigated by the modest enrichment of the canonical Nos+Pum targets *hb* or *bcd* mRNA in the Pum pulldown experiments of others [27,28]. In these experiments, *hb* and *bcd* mRNA were enriched only between 2- and 3.5-fold, even though Pum on its own is a high-affinity, high-specificity binding protein. Given the modest enrichment for known Pum-bound mRNA targets, the high nonspecific binding activity of Nos, and our insignificant enrichment of *hb* in pilot experiments, we were not encouraged to believe that we would be able to purify other, less stable Nos complexes formed on suboptimal NREs, for example. We also considered using UV-crosslinking to stabilize Nos/mRNA complexes in extracts, but crosslinking of the purified Nos RBD is inefficient [23]. In contrast, in vivo expression of Upf1-Nos allowed us to achieve high activity and specificity: *hb* and *bcd* are depleted 131- and 34-fold, respectively, by Upf1-Nos, whereas upon expression of Upf1-Nos^L7^ *hb* is depleted only 1.5-fold and the level of *bcd* is not significantly changed. 

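As linear ratios, *hb* was depleted 131-fold and *bcd* 34.0-fold by Upf1-Nos, with ranges over the alternatives for processing from 88.6 to 141 and from 23.2 to 35.6. In Upf1-Nos L7, *hb* was 1.49-fold lower than in wild type, a log2 fold change of −0.58 (standard error 0.16, adjusted p = 0.0259). *bcd* was at 236 ± 8.67 CPM (SD, n = 3) in Upf1-Nos L7, a log2 fold change of 0.11 (0.19, adjusted p = 0.704).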

The large dynamic range of our experiment allowed the identification of thousands of less-sensitive targets, and over 1,000 of these are verified by virtue of stabilization in the absence of Nos (Fig 6).

There are a number of caveats to our experiments. First, the Upf1-Nos chimera is overexpressed 3-fold (relative to endogenous Nos) and thus may target some mRNAs not usually regulated by Nos. Second, the irreversible degradation of targeted mRNAs by Upf1-Nos may capture weakly regulated targets, much as UV-crosslinking in CLIP experiments can capture transient, low affinity mRNA targets [58]. Third, we have not shown that mRNAs regulated by either Upf1-Nos or Nos in vivo are directly bound by Nos in vitro. And finally, we have not identified specific sites within regulated mRNAs that mediate Nos action.

Although we have not identified the sites within regulated mRNAs that mediate Nos (or Upf1-Nos) action, analysis of the population of targeted mRNAs has shown that Nos+Pum preferentially recognize mRNAs with both UGUU and UGUA motifs. We observe a correlation between the density of such motifs in the 3′ UTR and sensitivity to Upf1-Nos but have not been able to identify similar correlations between the total number of motifs or their position within the 3′ UTR. At one level, this is surprising, since a single site is sufficient to confer regulation either in flies or in cultured cells, and the degree of regulation correlates roughly with the number of sites [22,38]. Therefore, one might expect that mRNAs with many sites would be more sensitive, as the probability of occupancy by a Nos+Pum repressor complex would be greater. This is clearly not the case; for example, of the 10 mRNAs in the transcriptome with the largest number of 3′ UTR UGUA motifs [26], only one is targeted by Upf1-Nos. The correlation that we do observe (Fig 3C) is consistent with the idea that higher site density promotes cooperative interactions among nearby bound complexes. This model is supported by experiments described elsewhere showing that the N-terminal domain of Pum interacts with itself [42]. Finally, the contribution of other RNA-bound regulators or RNA structure is too complex to currently be taken into account when considering the entire transcriptome, as has been pointed out previously [26].

Given the large number of regulated mRNAs, it is not surprising that expression of Nos protein is tightly controlled. During oogenesis and embryogenesis, much of this control is exerted via the 3′ UTR of its mRNA to control the timing and location of protein accumulation [31,59,60]; we therefore intentionally designed all of the transgenes used in this work to express mRNAs bearing the native *nos* 3′ UTR. Our results suggest an additional level of control—negative autoregulation. 

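*nos* mRNA was at 354 ± 43.2 CPM (SD, n = 3) in sorted wild-type embryos and 53.0 ± 3.65 (n = 3) in Upf1-Nos, a log2 fold change of −2.74 (standard error 0.11, adjusted p = 1.8e-11). As a ratio this is 6.67-fold. In Upf1-Nos L7 it was at 265 ± 30.4 CPM, 1.33-fold lower (log2 fold change −0.42, standard error 0.11, adjusted p = 0.0180). Between both chimeras, the log2 fold change was −2.32 (0.11, adjusted p = 8.5e-11). Because *nos* did not rise in either chimera, it does not check the labels of their libraries.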

Nos mRNA is significantly depleted (6.7-fold) by Upf1-Nos, and most of this regulation appears to be Pum-mediated (e.g., only 1.3-fold depletion by Upf1-Nos^L7^). The idea of negative autoregulation is consistent with earlier work on the activity of Nos at the neuromuscular junction, which hinted at Pum-dependent autoregulation via noncanonical sites in the *nos* 3′ UTR [16].

Based initially on analysis of the low residual activity of Upf1-Nos^L7^, we argue above that Bru may recruit Nos (or Nos^L7^) to regulate a minor portion of the maternal transcriptome. Such a model could explain an intriguing aspect of Nos biology in the female germline stem cell and its progeny cystoblast, which differentiates into the cyst of 16 cells that ultimately forms the germline component of each egg chamber. In females bearing near-complete loss-of function *nos* alleles (e.g., *nos*^RC^), GSCs are specified normally but fail to maintain stem cell status following division: Both daughter cells differentiate, and the ovary is rapidly denuded of its germline [61]. However, GSC function is maintained in the *nos*^L7^ mutant, suggesting that at least some of the essential Nos function at this stage is tail-independent and therefore not mediated by Pum [24]. Our results are consistent with the idea that Bru mediates part of the activity of Nos in early oogenesis and does so whether the Nos C-terminal tail is intact or not. Bru is required both in the larval ovary for normal development of the GSCs and in the adult ovary for the development of cystoblast progeny [62]. The definitive cellular marker for the GSC and the cystoblast is the spectrosome, an unusual intracellular sphere containing cytoskeletal proteins usually associated with the cellular membrane—alpha- and beta-spectrin, spectraplakin (which links actin and microtubule filaments), and an adducin (encoded by *hts*), which mediates interactions between spectrin and actin [63–65]. 

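Further cytoskeletal genes were lower in Upf1-Nos L7 embryos by less than the threshold or with a higher adjusted p. *alpha-Spec* (FBgn0250789) had a log2 fold change of −0.87 (standard error 0.35, adjusted p = 0.0996), *shot* (FBgn0013733) −1.67 (0.58, adjusted p = 0.0639), *hts* (FBgn0263391) −0.72 (0.17, adjusted p = 0.0113) and *hdc* (FBgn0010113) −0.90 (0.22, adjusted p = 0.0148). *shot* was called with the likelihood ratio test, with DESeq2, without the filter and with only the 6 libraries compared, and without wild-type replicate 1 so were *shot*, *alpha-Spec* and *hdc*. In Upf1-Nos, *alpha-Spec* was enriched against wild type, by 1.01 (0.34, adjusted p = 0.0184), but not without wild-type replicates 1 or 2 or Upf1-Nos replicates 1 or 3 (0.73, 0.87, 0.78 and 0.98), nor without the filter, with the stricter filter, with DESeq2, with TMM over the 12 other libraries, with control factors of 1 or with the geometric mean ratio. *shot* was at 0.52 (0.53, adjusted p = 0.404) and *hdc* at −0.11 (0.22, adjusted p = 0.668), and *hts* was depleted, with −1.18 (0.17, adjusted p = 1.6e-05), but −0.96 without wild-type replicate 3, −0.62 without the correction for oversampling and just under 2-fold with the median ratio of the ribosomal protein genes. Between Upf1-Nos and Upf1-Nos L7, the log2 fold changes were 1.87 (adjusted p = 2.7e-04) for *alpha-Spec*, 2.19 (0.00384) for *shot*, 0.79 (0.00551) for *hdc* and −0.47 (0.0233) for *hts*. Isoform lengths were 17776 nt for *shot*, 8221 nt for *alpha-Spec* and 4163 nt for *hts*.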

We find that the mRNAs encoding these proteins and functionally related cytoskeletal factors are enriched among Upf1-Nos^L7^ targets (Fig 4C). Taken together, these observations lead us to speculate that at least part of the function of Nos in maintaining stem cell identity in the GSCs may rely on Bru-mediated regulation of mRNAs encoding the spectrosome and other cytoskeletal components.

Part of the motivation for identifying novel Nos regulatory targets was the hope of gaining insight into its evolutionarily conserved role in the GSCs, where it maintains stem cell identity by incompletely defined pathways, and the PGCs, where it regulates proliferation, contributes to selectively blocking transcription of somatic genes and promotes escape from apoptosis. The *brat* and *Mei-P26* mRNAs are derepressed in *nos* mutant GSCs [66,67], suggesting they might be critical regulatory targets. However, in neither case has Nos been shown to bind to the mRNA nor have regulatory sites that mediate its action been ablated, thereby relieving repression. 

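*mei-P26* mRNA (FBgn0026206) fell from 167 ± 62.6 CPM (SD, n = 3) in wild type to 50.4 ± 13.8 (n = 3) in Upf1-Nos, 3.31-fold (log2 fold change −1.73, standard error 0.29, adjusted p = 8.4e-05). *brat* (FBgn0010300) was at 174 ± 42.5 CPM in Upf1-Nos and 240 ± 98.9 in wild type, a log2 fold change of −0.46 (0.26, adjusted p = 0.127). In *nos*- embryos at 2 to 3 hours, the log2 fold change was 0.41 (0.18, adjusted p = 0.0844) for *mei-P26* and 0.40 (0.12, adjusted p = 0.0155) for *brat*, below the threshold of 0.5. With factors from the 20 highly expressed genes, *brat* was called higher (0.57, adjusted p = 0.0280), and without wild-type replicate 1 at 2 to 3 hours *mei-P26* was called higher (0.70, adjusted p = 0.00178).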

Interestingly, neither of these mRNAs is stabilized in the absence of Nos (Fig 6); *Mei-P26* mRNA is depleted only 3.3-fold by Upf1-Nos, and *brat* mRNA is not regulated by Upf1-Nos (S2 Data). Based on the large set of Nos targets we have identified, we suggest that Nos may directly regulate many other mRNAs to maintain GSCs, in contrast to the singular regulation of maternal *hb* mRNA that drives abdominal patterning in the embryo. Translation is globally repressed in human hematopoietic stem cells [68]; perhaps Nos-mediated global repression contributes to maintenance of a semidormant state that promotes GSC maintenance. Alternatively, targeting of particular pathways could regulate GSCs. For example, our finding that DNA replication gene mRNAs are preferentially targeted by Upf1-Nos might depress fork speed, which has recently been shown to promote a totipotent state in mouse embryonic stem cells [69].

The experiments described in Figs 6 and 7 reveal an unanticipated role for Nos in the degradation of thousands of maternal mRNAs in the embryo. Maternal mRNAs are first exposed to high levels of Nos and Pum in the nurse cell cytoplasm at stages 9 to 10B of oogenesis and remain exposed in the oocyte cytoplasm through stage 13 [31]. Taken together, our data are consistent with the idea that Nos+Pum bind maternal mRNA targets in late oogenesis, thereby recruiting the CCR4/NOT/deadenylase complex. Targeted mRNAs apparently remain hypoadenylated and translationally repressed through fertilization and egg activation (Fig 7), even though Nos is absent from most of the oocyte cytoplasm during the intervening approximately 2-hour period that constitutes oogenesis stage 14. The mechanism by which repression persists in the absence of high levels of Nos is unclear. One possibility is that activity of the ovarian cytoplasmic poly(A) polymerase (encoded by *wispy* in *Drosophila* [70,71]) is too low in late oogenesis to efficiently add poly(A) tails to such a large portion of the transcriptome. Another possibility is that, after initial recruitment to targeted mRNAs by Nos+Pum, binding of the CCR4 deadenylation complex is maintained during the (relatively brief) absence of Nos due to direct interactions with Pum [72] (or other, unknown RNA-bound factors). Upon egg activation, repressed mRNAs are degraded in the embryo, both by other maternal factors (such as Smg [50]; Fig 5A) and by zygotically expressed factors during the MZT (Fig 7B). These ideas are broadly consistent with the work of Eichhorn and colleagues [51], who concluded that poly(A) tail shortening rather than poly(A) lengthening plays the major role in setting relative poly(A) length and translational status of maternal mRNAs at egg activation.

The downstream developmental consequences of the Nos+Pum-dependent regulation we observe are unclear. The embryonic fate map and gene expression program are drastically altered in embryos that develop without a maternal endowment of Nos (or Pum), due to the suppression of abdominal segmentation. Further exploring the results of derepressing and stabilizing Nos mRNA targets in theory would be possible in embryos from germline clones lacking both *nos* and maternal *hb* function [13,14,34]. Such an experiment is likely to be technically challenging; to our knowledge, it has not been performed to test the role of other maternal factors, such as Pum or Brat, on the downstream effects of misregulating maternal mRNAs in the embryo.

We note that the (Nos+Pum)-dependent degradation of maternal mRNAs reported here appears to be distinct from the Pum-dependent degradation of maternal mRNAs that has previously been reported [28]. Laver and colleagues identified 641 mRNAs that bind Pum among a mixture of maternal and zygotic mRNAs in 0- to 3-hour embryo extracts. These only partially (47%) overlap with the set of ovarian mRNAs that bind Pum in the experiments of Gerber and colleagues [27] (analyzed in Fig 3A); in addition, they are not significantly enriched among mRNAs targeted by Upf1-Nos (*p* = 0.98 by the CAMERA competitive test; S10 Fig). The mRNAs identified by Laver and colleagues appear to bind Pum alone rather than Nos+Pum, as they are enriched for a quasi-canonical Pum motif rather than the Nos+Pum motif defined in vitro [22] or the variant we identify in Fig 3. Taken together, current data are consistent with 2 roles for Pum in degradation of distinct subsets of maternal mRNAs—the Nos-dependent function in late oogenesis described in this report and a Nos-independent function during the MZT in the 2- to 3-hour embryo.

In conclusion, Nos is responsible for regulating mRNA fate on 2 very different scales in the early embryo—repressing a single mRNA (*hb*) to govern abdominal segmentation and thousands of mRNAs to help direct turnover of the maternal transcriptome.

## Materials and methods

### *Drosophila* strains and methods

Plasmids used in this study are described in S7 Data. Transgenic lines were constructed by microinjection of *w*^1118^ embryos by standard methods. The following strains were used: *w*^1118^ as the wild-type reference in RNAseq experiments; the maternal alpha-tubulin GAL4-VP16 driver (stock # 7062 from the Bloomington Drosophila Stock Center [BDSC]); *trans*-heterozygotes of *nos*^BN^ and Df(3R)Exel6183 (stock # 7662, [BDSC]) for the RNAseq experiment of Fig 6. We initially tested 3 or more transgenic lines with the GAL4-VP16 driver for each construct and observed only minor phenotypic differences among the 3 lines. We screened for lines expressing Upf1-Nos and Upf1-Nos^L7^ at essentially the same level by harvesting total RNA from collections of 0- to 2-hour embryos and measuring the chimeric mRNA by RT-qPCR using the appropriate primer pair in S2 Data. Fly stocks were maintained by standard methods and grown at 25°C. Embryos were collected on apple juice agar plates smeared with yeast paste.

Early embryos for assessment of nuclear morphology (Fig 1) were prepared by dechorionating in bleach, harvesting by filtration, fixing in 4% formaldehyde under heptane for 20 to 30 minutes, removal of the aqueous phase and shocking into methanol. Embryos were then rehydrated into phosphate-buffered saline (PBS) containing 0.1% Tween-20 (PBT) and incubated with 5 μg/ml 4′,6-diamidino-2-phenylindole (DAPI) for 10 minutes, washed repeatedly with PBT, mounted in PBST containing 25% glycerol, and examined by epifluorescence using a Zeiss Axiophot.

Embryonic cuticle was examined by harvesting embryos from apple juice plates 24 hours after removing adults, dechorionating with bleach, and mounting in Hoyers/lactic acid. Slides were cleared by heating for several hours and then examined by dark field microscopy using a Zeiss Axiophot.

In situ hybridization was performed essentially as described [73], with probe prepared by nick translation of a double-stranded PCR product bearing the *bcd* ORF using alkali-stable digoxigenin-11-2′-deoxyuridine-5′-triphosphate (Roche), visualizing with alkaline-phosphate coupled sheep anti-digoxigenin Fab fragments (Roche) and subsequent reaction with 5-bromo-4-chloro-3-indolyl phosphate and nitro blue tetrazolium before examination using Nomarski optics on a Zeiss Axiophot.

For hand-sorting of embryos to identify those in nc 9 to 10, we followed the protocol of [74] with the following modifications. Embryos were dechorionated in 100% bleach for 1 minute, rinsed well, and then simultaneously devitellinized and fixed in a 1:1 ratio of ice-cold methanol and heptane for 5 minutes with gentle rocking. The vials were vortexed for 30 seconds, heptane and embryos at the interface removed, and the remaining embryos washed with ice-cold methanol 3 times. Embryos were then rehydrated into PBT with washing for 10 minutes and then stained with 0.1 μg/ml DAPI for 10 minutes. After washing in PBT, embryos were sorted under UV illumination using a Leica MZFLIII stereomicroscope.

For the western blot of S1 Fig, 0- to 2-hour embryo collections from transgenic females were homogenized in sample buffer and transferred to 0.2 μm nitrocellulose following SDS-PAGE. We analyzed samples from 2 independent transgenic HA-Nos and HA-Upf1-Nos lines. The influenza hemagglutinin (HA) epitope was detected with monoclonal C29F4 rabbit anti-HA (3274, Cell Signaling Technology) and the α-tubulin loading control with monoclonal B-5-1-2 (T5168, Sigma), followed by goat anti-rabbit IRDye 800 IgG secondary antibodies (LiCor 926–32211) and goat anti-mouse IRDye 680 IgG secondary antibodies (LiCor 926–68070), with detection and quantitation using a LI-COR Odyssey CLx.

### RNAseq and RT-qPCR

Total RNA was extracted from sorted embryos using TRIzol reagent (Thermo Fisher Scientific). Samples were submitted to the Ohio State University Cancer Center Genomics Shared Resource for poly(A) selection and library preparation with TruSeq (Illumina) and subsequently sequenced on a HiSeq4000 (Illumina) sequencer. Paired-end 150-nucleotide (nt) raw reads were first processed and demultiplexed at the sequencing facility and subsequently processed as follows. Adapter sequences were trimmed followed by trimming low-quality bases from the 3′ end of reads based on a minimum Phred score of 15. Reads of less than 60 nt were removed, as were reads mapping to mtRNA, tRNA, and rRNA. STAR (v2.5.3a) was used to map the reads either to the fly genome or the transcriptome [75]. Mapped reads were counted using RSEM (v1.3.0) [76]. The resulting outputs were analyzed in R (v4.2.1) using the edgeR package (v3.40.2) to find differentially expressed genes and transcripts [77]. Low abundance genes and transcripts were filtered out by setting min.count = 30 and min.total.count = 30 in filterByExpr function in the edgeR package, removing genes and transcripts with approximately <2 counts per million mapped reads. All statistical analyses including differential expression and locally estimated scatterplot smoothing (LOESS) were performed using R (v4.2.1). R code is available at https://zenodo.org/doi/10.5281/zenodo.13337141 with updates at https://github.com/marhabaie/dmel-nanos-targets.

To account for oversampling caused by the large depletion of mRNAs targeted by Upf1-Nos, correction factors for these data were calculated essentially as described [36]. We assumed that the most abundantly expressed mRNAs, which are transcribed from housekeeping genes, are not regulated by Upf1-Nos and thus can be used to calculate a correction factor. Rather than relying on a single highly expressed gene (e.g., eEF1α1), an average correction factor was calculated using the 20 most abundantly expressed genes for each Upf1-Nos replicate. Among genes with the highest average read abundance in wild type samples, we selected 20 with a similar rank order among Upf1-Nos and wild-type samples. For each gene, the ratio of read abundance in the Upf1-Nos replicate to its average abundance across the 3 wild-type replicates was calculated. The resulting ratios for all 20 genes were averaged, yielding a correction factor for the replicate (S2 Data). These correction factors were used as normalization factors for the Upf1-Nos replicates in edgeR. A similar approach was used to calculate 3 correction factors for the analysis of individual transcripts (S2 Data).

For RT-qPCR, cDNA was synthesized from 250 ng RNA using random hexamers and qPCR performed using SYBR Green using a 7500 Real Time PCR machine (Applied Biosystems). Triplicate measurements for each primer pair were obtained (for each of the 3 biological replicates). Abundance of each RT product was calculated relative to the abundance of RT product from RpS2 mRNA. Primer efficiencies for all primer pairs were 90% to 100%.

### Motif enrichment analysis

Motif enrichment analysis was done using the following DREME command: “dreme -rna -norc -png -e 0.1 -m 10 -o DEOUT -p input.fa”. Parameters were set per the user manual. To prevent outlier large 3′ UTRs (e.g., the approximately 10.5-kb *headcase* 3′ UTR) from biasing the analysis, only UTRs <2,600 nt (98% of all 3′ UTRs) were analyzed.

### Gene ontology enrichment analysis

GO enrichment analysis was performed using DAVID (v6.8) with the default setting and categories (COG_ONTOLOGY, UP_KEYWORDS, UP_SEQ_FEATURE, GOTERM_BP_DIRECT, GOTERM_CC_DIRECT, GOTERM_MF_DIRECT, KEGG_PATHWAY, INTERPRO, SMART).

### Yeast interaction assays

Yeast were transformed with the 2-μ plasmids described in S7 Data by a standard lithium acetate/PEG protocol. For 2-hybrid experiments, we used the PJ69-4A strain [78], which is *MAT****a***, *trp1-901*, *leu2-3*, *112*, *ura3-52*, *his3-200*, *gal4*Δ, *gal80*Δ, *LYS2*::*GAL1-HIS3*, *GAL2-ADE2*, *met2*::*GAL7-lacZ*. Double transformants were obtained and grown on minimal SD dropout medium lacking tryptophan and leucine. For 3- and 4-hybrid experiments, we used the YBZ1 strain [79], which is *MAT****a***, *ura3-52*, *leu2-3*, *112*, *his3-200*, *trp1-1*, *ade2*, *LYS2*::*(LexAop)-HIS3*, *ura3*::*(lexA-op)-lacZ*, *LexA-MS2 coat (N55K)*. For 3-hybrid experiments, double transformants were grown on minimal SD dropout medium lacking uracil and leucine, and for 4-hybrid experiments, triple transformants were grown on SD dropout medium lacking uracil, leucine, and tryptophan.

β-galactosidase activity was measured using Beta-Glo (Promega) essentially as described [79]. Briefly, transformants were grown by diluting saturated overnight cultures into appropriate selective media to early-log phase (OD_600_ = 0.2 to 0.3), and then 40 μl of culture was incubated with the same volume of Beta-Glo reagent for 60 minutes at room temperature in 96-well microplates. Three transformants were grown separately and assayed for each experiment. Samples were analyzed in a Veritas luminometer (Turner Biosystems). The output signal from the luminometer was divided by the OD_600_ to normalize for the number of cells in each sample, and by 1,000 (by convention) to generate a reading of beta-galactosidase activity in arbitrary light units.

## Supporting information

S1 Fig (Related to Fig 1). **Western blot showing expression of HA-tagged Upf1-Nos and HA-tagged Nos in 0–2-hour embryos**. Quantitation is in S1 Data. The first lane is from nontransgenic *w* embryos and the loading control is alpha-tubulin. MW markers in kDa to the left. Underlying data are in S1 Data.
(PDF)

S2 Fig (Related to Fig 2). **Multidimensional scaling plot of RNAseq data in Fig 2.** Underlying data are in S2 Data.
(PDF)

S3 Fig (Related to Fig 2). ** Smear plots of the RNAseq data plotted for individual mRNAs rather than gene-binned mRNAs (as in Fig 2A).** Underlying data are in S2 Data.
(PDF)

S4 Fig (Related to Fig 2). **Smear plot displaying relative mRNA levels in Upf1-Nos vs. wt without adjustment for oversampling of unregulated mRNAs.** As in Fig 2, the fractions of mRNAs significantly up- and down-regulated are in green to the right. Underlying data are in S2 Data.
(PDF)

S5 Fig (Related to Fig 2). **Boxplot showing that mRNAs targeted by Upf1-Nos have, on average, slightly shorter 3′ UTRs than nontargeted mRNAs.** Underlying data are in S2 Data.
(PDF)

S6 Fig(Related to Fig 3).**Localized regression of the data analyzed in Fig 3C.** Figure shows the density of NRE variants at position +4 in 3′ UTR sequence plotted against the log_2_ (fold change) in Upf1-Nos vs. wt. Each curve is labelled by the identity of the nucleotide at position +4 in the NRE (i.e., “U/A” corresponds to $\frac{U}{A}\frac{U}{A}\frac{U}{A}$ UGU $\frac{U}{A}$). Here and in the LOESS analyses of Figs 5C and S7, the x-axis is nonlinear, light shading marks 95% confidence windows, the light dashed line marks log_2_ = 0, and the heavier dashed line marks log_2_ ± 1. Underlying data are in S2 Data.

S7 Fig (Related to Fig 4). **Localized regression of the data analyzed in Fig 4A.** Underlying data are in S2 Data.
(PDF)

S8 Fig (Related to Fig 4). **Barcode plot showing no significant enrichment of mRNAs targeted by Upf1-Nos among Bru-repressed mRNAs.** Underlying data are in S2 Data.
(PDF)

S9 Fig (Related to Fig 5). **Bar graph showing enrichment in the density (sites/kb of 3′ UTR on the y-axis) of the 3 motifs shown above in translationally repressed mRNAs (negative vs. positive TE), with *p*-values calculated in the Wilcoxon test.** Figure is a LOESS analysis of the data shown in Fig 5C. Underlying data are in S4 Data.
(PDF)

S10 Fig (Related to Figs 3 and 7). **Barcode plot showing no significant enrichment among mRNAs depleted by Upf1-Nos of mRNAs bound by Pum in 0–3-hour embryonic extracts identified by Laver and colleagues.** Zygotically expressed mRNAs in their data were omitted from the analysis. Underlying data are in S2 Data.
(PDF)

S1 Data Underlying data for Figs 1B and S1.

S2 Data Underlying data for Figs 2, S2–S8 and S10.

S3 Data Underlying data for Fig 4.

S4 Data Underlying data for Figs 5 and S9.

S5 Data Underlying data for Fig 6.

S6 Data Underlying data for Fig 7.

S7 Data Plasmids used in this work.

S1 Raw Images S1 Fig raw image.

## Abbreviations

AD: activation domain
Bcd: Bicoid
BRE: Bruno Response Element
Bru: Bruno
DAPI: 4′,6-diamidino-2-phenylindole
DBD: DNA-binding domain
ES: enrichment score
FDR: false discovery rate
GSC: germline stem cell
HA: hemagglutinin
hb: *hunchback*
l(3)mbt: *lethal (3) malignant brain tumor*
LOESS: locally estimated scatterplot smoothing
MZT: maternal zygotic transition
NBS: Nanos Binding Site
NMD: nonsense mediated decay
Nos: Nanos
NRE: Nanos Response Element
NTD: N-terminal domain
PBS: phosphate-buffered saline
PBT: PBS containing 0.1% Tween-20
PGC: primordial germ cell
PRE: Pum binding site
Pum: Pumilio
RBD: RNA-binding domain
RRM: RNA recognition motif
TE: translational efficiency

How the deposited data were processed for this re-analysis (not part of the article)

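Poly(A)-selected RNA was measured in 15 libraries from hand-sorted embryos at nuclear cycles 9 to 10 and in 12 libraries from unsorted collections at 0 to 1 and 2 to 3 hours. The authors trimmed the paired-end reads, removed short reads and reads on mitochondrial RNA, tRNA and rRNA, aligned the others with STAR and quantified them with RSEM before deposition. The deposited expected counts, for genes and for isoforms, are what the authors obtained from RSEM without normalization, and the deposited TPM values are the abundances that RSEM gave the authors. The authors based the deposited values on the Ensembl annotation of build BDGP6.22. The reference used here is BDGP6.54, from which isoform lengths and 3′ UTR lengths were taken by identifier and no coordinate was compared. Of 17714 genes, 17587 were found by identifier, and of 34753 isoforms 34477.

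As a check on the deposited TPM, the means of the authors' table were compared with the first 1994 genes of the sheet for sorted embryos and the first 1997 of that for unsorted embryos, the parts that could be read. Within 0.01 TPM lay 9965 of 9970 values of the sorted embryos and 7986 of 7988 of the unsorted ones. The log2 fold changes were compared with the first 1426 of the 6857 genes of the paper's S2 Data and the first 1993 genes of S5 Data, and the medians of the differences lay between −0.0141 and 0.0658. No test of overlap was made on these parts.

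Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 for tables and plots. Expected counts were rounded and filtered with filterByExpr, with a count minimum and a total count minimum of 30. The 15 sorted libraries were fitted in 1 edgeR model with the genotype as the only term, as were the 12 unsorted libraries with genotype and stage as groups. The quasi-likelihood test in its form before edgeR 4 was used, with a prior count of 0.125. The paper's text names edgeR but not its test. Library sizes were scaled by TMM over the libraries of each fit, and the Upf1-Nos libraries then took correction factors from the 20 genes that the authors list. Adjusted p are Benjamini-Hochberg values over all genes tested. A gene was called at an adjusted p below 0.05 and a fold change above 2 in sorted embryos or a log2 fold change beyond 0.5 in *nos*- embryos. Genes called in Upf1 were left out for Upf1-Nos and Upf1-Nos L7. Maternal genes are those that passed the filter in sorted embryos.

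The effect of *nos*- at 2 to 3 hours was compared with that at 0 to 1 hours as an interaction. Sets were tested with camera on voom values of limma with an inter-gene correlation of 0.01, with fry and with the estimated correlation. Lengths of 3′ UTRs were compared with 100000 resamples. Shares carry Wilson intervals of 95%, and folds against an all-zero group a floor of 3 counts over the group. Genes named in the text are the genes that the paper names in connection with these data, and for each comparison with wild type the 3 genes with the largest fold change in each direction among those called whose libraries separate the groups. The list of 12 further DNA replication genes was fixed in advance as well. Fold changes printed in the paper were seen beforehand.

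Library totals were 14022879 to 22002028 counts in sorted and 15253031 to 21661085 in unsorted embryos. Between replicates, the chi-square per degree of freedom was 6.40 to 128, with a median of 18.1 over 27 pairs. To check whether the numbers pair the samples, the residuals of libraries of the same number were correlated. The correlations were between 0.149 and 0.483 for *nos*- and wild type at 0 to 1 hours and between 0.129 and 0.501 at 2 to 3 hours, above the minimum of 0.1.

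The analysis was tested on simulated data with known changes in 199 of 6749 genes for the comparison of Upf1-Nos L7 with wild type. The quasi-likelihood test found 198 of them and called 1 other gene, and called 0 genes where none was changed. All simulated changes were larger than 2-fold, and genes varied independently, without the trend along isoform length seen between the real libraries. The recovery therefore does not speak for smaller changes or for libraries with such a trend. For Upf1-Nos it found 193 of 194, and 2451 of 2464 when many genes were lowered. For *nos*- at 2 to 3 hours it found 172 of 194 (88.7%) and DESeq2 180 with 26 others called, and for the interaction 163 of 194. When changed genes were drawn among all genes, 2 of the 20 correction genes were changed, 169 of 199 were found, 167 others were called and the median error was −0.64 on the log2 scale. The rule to draw outside the 20 genes was set after this draw was seen.

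The alternatives covered the filter, the test, the normalization of each experiment, the libraries and genes in the fit, the replicate block, the thresholds, isoforms in place of genes, the set tests, the gene lists, the 3′ UTR chosen, the prior count and the libraries left out. Motif densities were not analysed here because they need the genome sequence. The isoform TPM of the unsorted embryos were not used here, and neither were experiments without RNA-seq counts.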

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

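The tests for older embryos at 0 to 1 hours and for *gt* and *kni*, and the comparison of falls taken from separate wild-type libraries, were chosen only after the result was seen.

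The effect of *nos*- on maternal genes differed between the stages. Tested as an interaction in 1 fit of 12 libraries, the log2 fold change was higher at 2 to 3 hours than at 0 to 1 hours for 1038 maternal genes and lower for 552. Among the genes named by the study, the difference was 0.92 for *Pen*, 0.83 for *p23*, 1.00 for *Rbf*, 1.82 for *bru1* and 5.14 for *nos* itself, with adjusted p between 1.1e-05 and 0.01. It was −1.80 for *Kr*, −1.65 for *gt*, −2.06 for *kni*, −1.33 for *Uhg2*, −0.53 for *RpS2*, −0.42 for *hdc* and −0.36 for *eEF1alpha1*, with adjusted p between 9.1e-04 and 0.0380. Differences as small as those of *RpS2*, *hdc* and *eEF1alpha1* depend on the scaling. With factors from the 20 highly expressed genes, the median over all genes went from 0.09 to −0.15 at 0 to 1 hours. At 2 to 3 hours it went from 0.01 to 0.17, so that these factors raise each difference. Of 100 splits drawn within each stage, 3 gave as many called genes, the real one included, but the replicate numbers pair the libraries, and these draws do not all keep the pairs apart. Among the 14 draws that part all 6 pairs, as the real split does, 2 did, the real one included. The other swaps the 2 genotypes in all libraries of 2 to 3 hours and had 2293 called genes. It keeps the libraries of each genotype together at both stages, so that it is not a grouping without a real difference. The remaining draw parts 4 pairs and had 1738. Both keep the libraries of each genotype together at 2 to 3 hours, and so keep part of the real difference. Neither can therefore speak for chance, and these draws do not decide on it. More genes were higher than lower under the 13 alternatives run, with shares of higher genes between 55.5% and 96.5%. The number with a lower effect fell to 144, 214 and 154 without wild-type 2 to 3 hour replicate 3, wild-type replicate 2 and *nos*- replicate 1 of that stage.

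For the rise of maternal genes at 2 to 3 hours, the tables argue against the normalization as the cause. With factors from the 20 highly expressed genes, 1874 genes were higher, more than with TMM. Younger *nos*- collections would lower the zygotic genes that are not maternal. Their median log2 fold change was −0.10 over 748 genes, of which 88 were called higher and 87 lower, and camera at the preset inter-gene correlation gave p = 0.384. Because members go both ways, and because the sign of the median depended on the library left out, a difference in age and an effect of *nos*- cannot be told apart. Of 10 splits, 8 gave a p as small, and 10 splits are too few to exclude chance.

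A slower decay of all maternal mRNAs may also raise them. At an equal fall in wild type, the share of stabilized genes was 22.6% of 1380 genes depleted by Upf1-Nos and 33.8% of 1034 others when the others are weighted to the falls of the depleted genes, a ratio of 0.669. Without the weights it was 12.6% of the others, most of which fall by less than 2-fold. The falls compared end at a log2 fold change of −2. The 1105 stabilized genes depleted by Upf1-Nos had a median of −2.52 in wild type, so that most of them lie outside the comparison. This test uses the same wild-type libraries for the fall and for the *nos*- effect. With the fall taken from 1 wild-type library and the effect from the others, the weighted ratios were 0.539, 0.739 and 1.50, with a mean of 0.925. Without genes with zygotic expression they were 0.712, 0.931 and 1.52. The ratio lay on either side of 1, depending on the library, so that a general delay and a specific effect on mRNAs targeted by Upf1-Nos cannot be told apart for these genes. A biological effect of *nos*- on decay after the maternal-to-zygotic transition stays open.

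*Kr* was higher in *nos*- at 0 to 1 hours by a log2 fold change of 1.52 (adjusted p = 0.00428), while *gt* and *kni* were lower at 2 to 3 hours, by −1.21 (adjusted p = 1.8e-04) and −1.58 (adjusted p = 7.1e-04). These directions held with DESeq2, with its size factors and with the factors from the 20 genes. Without *nos*- 0 to 1 hour replicate 1, *gt* (0.60, adjusted p = 0.0346) and *kni* (0.82, adjusted p = 0.00549) were called higher at 0 to 1 hours. Younger collections at 2 to 3 hours may lower *gt* and *kni*. The median of the zygotic genes, −0.10, does not decide this, and 102 and 75 of 748 zygotic genes had a fold change at or below that of *gt* and *kni*. *Kr* was not called lower at that stage (−0.28, adjusted p = 0.415), although it rises in wild type from 0 to 1 to 2 to 3 hours by 4.35, as *gt* and *kni* do by 4.29 and 4.54. One gene does not exclude an effect of age. For *gt* and *kni*, age and genotype cannot be told apart, and an effect of *nos*- on their transcription was not tested.

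Genes that are not maternal, which the study does not analyse, also changed. At 0 to 1 hours, 536 of 1642 were higher in *nos*- and 280 lower. At 2 to 3 hours, 215 were higher and 286 lower. The changes at 0 to 1 hours correlated across genes with the rise in wild type from 0 to 1 to 2 to 3 hours (Spearman's rho = 0.700, and 0.326 to 0.644 when the change and the rise used separate wild-type libraries). Of the zygotic genes, 349 were higher and 51 lower, with a median of 1.21 (camera at the preset inter-gene correlation p = 5.3e-05, fry p = 0.0413). Relative to the wild-type mean, this median was 0.29, 0.66 and 1.28 in *nos*- replicates 1, 2 and 3.

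Some older embryos in 1 *nos*- library could raise zygotic genes, yet 390 genes were still higher without *nos*- replicate 3, the library that lowered the count most, and between 416 and 581 without any other. Older *nos*- collections as a whole would lower the maternal genes that fall in wild type. The 2132 such genes had a median log2 fold change of 0.0039 at 0 to 1 hours, against 0.11 for the other maternal genes. If *nos*- itself slowed this decay, as at 2 to 3 hours, it would mask the fall, so that older collections and an effect of *nos*- on zygotic genes cannot be told apart.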

How the results depend on the processing

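The processing choices and their alternatives were set before the data were examined, apart from the bias-adjusted quasi-likelihood test of edgeR 4, which was chosen after seeing the data. A count of genes is taken as unchanged here within 1.5 times its value, and a share or R2 within its confidence interval or the spread between libraries. The number of genes depleted by Upf1-Nos stayed between 1768 and 2775 under 17 of 18 alternatives, the exception being individual isoforms. The number of genes higher in *nos*- embryos at 2 to 3 hours stayed between 1140 and 1874 under 13 of 14, the exception being a 2-fold threshold. For the listed DNA replication and repair genes, between 66 and 79 of 79 were depleted, and for the ribosomal protein genes 0, under all 15 alternatives. The genes depleted by Upf1-Nos had a median log2 fold change between 0.41 and 0.60 in *nos*- embryos at 2 to 3 hours, with p between 1.2e-41 and 0.0234, and between −1.99 and −1.59 from 0 to 1 to 2 to 3 hours in wild type, with p between 1.2e-119 and 0.00164. The alternatives that used the bias-adjusted test, the likelihood ratio test, the size factors of DESeq2 for the sorted controls, fry, the estimated correlation, the longest 3′ UTR and the limit on its length moved none of these counts, shares or set results across its range or threshold, nor did selecting maternal genes before the fit. For the named genes, 2465 of 2506 values under the alternatives stayed on the same side of the threshold, 16 dropped below it and 25 passed it.

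Without the filter for abundance, which put 11614 genes in the fit to sorted embryos in place of 6857, Nos depleted 354 and enriched 324 genes, Upf1-Nos enriched 199 and Upf1-Nos L7 enriched 167, and 1 spliceosome gene was depleted by Upf1-Nos. In *nos*- embryos, 535 maternal genes were lower and 974 higher at 0 to 1 hours, and 695 lower at 2 to 3 hours. The share of stabilized genes that Upf1-Nos depleted was 73.6%, that of stabilized genes up more than 2-fold 45.3%, R2 0.0145 and the re-expressed share of pool C 20.5%. The difference in 3′ UTR length was 51 nt (permutation test, p = 1e-05, the smallest the resamples can give). With the default filter of edgeR, Upf1-Nos enriched 118 genes and Upf1-Nos L7 107, the share of stabilized genes depleted was 83.1% and that of pool C 9.24%. With the stricter filter, Upf1 depleted 92 and enriched 76 genes, Nos enriched 114, Upf1-Nos enriched 44 and Upf1-Nos L7 depleted 58. Then 1 spliceosome gene was depleted, 178 genes were higher in *nos*- at 0 to 1 hours, 234 had a lower effect at 2 to 3 hours than at 0 to 1 hours, and the share of pool C was 6.52%. These alternatives change how many genes are tested. Whether that alone moved the values was not tested.

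With DESeq2, Upf1-Nos enriched 42 genes, the share of Upf1-Nos L7-depleted genes also depleted by Upf1-Nos was 41.4%, 1 spliceosome gene was depleted and 251 genes had a lower *nos*- effect at 2 to 3 hours. Without the correction for oversampling, Upf1-Nos enriched 646 genes, the share of Upf1-Nos L7-depleted genes was 31.3%, that of stabilized genes 76.5%, that of pool B 52.8% and that of pool C 8.55%. The correction shifts all genes of Upf1-Nos alike, and the median over all genes was −0.51 with it and 0.05 without. With the median ratio of the ribosomal protein genes it was −0.33, with 161 genes enriched by Upf1-Nos, a share of stabilized genes of 82.9% and of pool B of 47.4%. With the mode of the ratios it was −0.38, with 134 enriched genes and 46.8% of pool B. TMM over the other 12 libraries, control factors of 1 and the geometric mean ratio each gave 1 depleted spliceosome gene and moved nothing else by more than its range.

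With factors from the 20 highly expressed genes in the *nos*- experiment, 539 genes were lower and 181 higher at 0 to 1 hours, 268 were lower at 2 to 3 hours, and the *nos*- effect was higher at 2 to 3 hours for 2029 and lower for 74 genes. The share of stabilized genes depleted by Upf1-Nos was 80.9%, that of pool A 16.3% and that of pool B 48.4%. The median log2 fold change of the zygotic genes was 0.0734 (camera at the preset inter-gene correlation, p = 0.00872), against −0.10 with TMM. With the size factors of DESeq2, 227 genes had a lower effect at 2 to 3 hours and the share of stabilized genes was 83.0%. With only the 6 libraries compared, Upf1 enriched 72 genes, the share of Upf1-Nos L7-depleted genes was 39.1%, 202 genes were higher in *nos*- at 0 to 1 hours and the share of stabilized genes was 83.1%. With replicates as blocks, Upf1-Nos L7 depleted 71 genes and the share also depleted by Upf1-Nos was 62.0%, and Nos enriched 190 and depleted 183 genes. The replicate numbers did not pair the libraries for Upf1-Nos L7 and wild type, where the correlations of libraries of the same number ran from −0.08 to 0.30, nor in the other sorted comparisons.

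At an adjusted p of 0.01, Upf1-Nos L7 depleted 35 genes and 576 genes had a higher *nos*- effect at 2 to 3 hours. Above 4-fold, Upf1 depleted 42 and enriched 59 genes, Nos 70 and 87, and Upf1-Nos L7 15 and 25, while Upf1-Nos enriched 22 genes and 1645 were lower in Upf1-Nos than in Upf1-Nos L7. With a 2-fold threshold in *nos*-, 165 genes were lower and 149 higher at 0 to 1 hours, 153 lower and 505 higher at 2 to 3 hours, and the effect was higher at 2 to 3 hours for 464 and lower for 109 genes. Stricter thresholds call fewer genes by construction. With the genes called in Upf1 kept in, Upf1-Nos enriched 150 genes, Upf1-Nos L7 depleted 201 and enriched 155, the share of Upf1-Nos L7-depleted genes was 71.1%, that of stabilized genes 82.3% and R2 0.100. At the level of isoforms, Upf1 enriched 193, Nos depleted 323 and enriched 317, Upf1-Nos depleted 4100 and enriched 216 and Upf1-Nos L7 enriched 123 isoforms, and 4048 were lower in Upf1-Nos than in Upf1-Nos L7. In *nos*-, 490 isoforms were lower and 697 higher at 0 to 1 hours and 727 lower at 2 to 3 hours. With the list of maternal and zygotic genes alone, the share of pool B was 38.0% and of pool C 5.20%. With the zygotic list alone, pools A, B and C held 0.724%, 6.24% and 2.35%. Without the genes on both lists, R2 was 0.350. Except where stated, the cause of the changes in these paragraphs was not tested.

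Libraries were left out one at a time, with the remaining libraries sharing one estimate of the spread. The number of genes enriched by Upf1 then ran from 107 to 291, with 291 without wild-type replicate 3 and 238 without Upf1 replicate 1. Upf1-Nos enriched 51 to 201 genes, with 201 without wild-type replicate 3 and 137 without Upf1-Nos replicate 2. Upf1-Nos L7 depleted 29 to 323 genes. This count was 323, 56 and 29 without wild-type replicates 1, 2 and 3, and 57, 34 and 40 without Upf1-Nos L7 replicates 1, 2 and 3. The share also depleted by Upf1-Nos ran from 39.2% without Upf1-Nos replicate 2 to 72.4% without wild-type replicate 3, and the number of depleted spliceosome genes from 0 to 2, with 1 without wild-type replicate 1, 2 without wild-type replicate 3 and 1 without Upf1-Nos replicate 2. The number of genes with a lower *nos*- effect at 2 to 3 hours ran from 144 to 742, with 144 without wild-type 2 to 3 hour replicate 3, 214 without replicate 2 and 154 without *nos*- 2 to 3 hour replicate 1. The share of stabilized genes depleted by Upf1-Nos ran from 79.1% to 86.8% and that of stabilized genes up more than 2-fold from 36.3% to 40.4%. The share of pool A ran from 7.28% without wild-type 2 to 3 hour replicate 1 to 21.0% without replicate 3, and that of pool B from 39.9% to 47.2%. The median of the zygotic genes ran from −0.24 (camera at the preset inter-gene correlation, p = 0.0161, without wild-type 2 to 3 hour replicate 1) to 0.12, so that its sign depended on the library left out. The difference in 3′ UTR length ran from −3 to 11.5 nt and passed the threshold of the permutation test without wild-type replicate 1 (p = 0.0206), wild-type replicate 2 (p = 0.0482) or Upf1-Nos replicate 1 (p = 0.0265). The other results kept their call and stayed within the range when a library was left out. For the named genes, 1237 of 1296 values kept their side of the threshold, 32 dropped below it and 27 passed it.

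The densities of the NRE and BRE motifs, with their alternatives for length and base composition, were not run, because they need the genome sequence. The interaction has no version with only the 6 libraries compared, and the zygotic genes have none with maternal genes selected before the fit. The depth of 14022879 to 22002028 counts per sorted library and 15253031 to 21661085 per unsorted library limits the genes near the filter. A fold change against a genotype without counts is a lower bound set by 3 counts over the group.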

Differences from the paper's values

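Upf1-Nos L7 depleted 115 genes here and 178 in the paper. Of the alternatives set before the data were examined, the values without a filter (161), with the default filter of edgeR (129), with the likelihood ratio test (166), with DESeq2 (140) and with the genes called in Upf1 kept in (201) came within 1.5 times the paper's value. The stricter filter (58), the size factors of DESeq2 (113), only the 6 libraries compared (110), the replicate block (71), an adjusted p of 0.01 (35), a 4-fold threshold (15) and individual isoforms (79) did not. The bias-adjusted test of edgeR 4, which was chosen after seeing the values, gave 120, also within 1.5 times. Which of the paper's called genes it drops was not compared, because the paper's table of fold changes was read here only for the first 1426 of its 6857 genes. Leaving out single libraries gave none within 1.5 times the paper's value, with 29 to 323 genes.

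At 0 to 1 hours, 5.70% of the maternal genes were higher in *nos*- here, and 3.5% in the paper. The stricter filter (2.78%), DESeq2 (4.40%), the factors from the 20 genes (2.66%), the size factors of DESeq2 (3.94%), the selection of maternal genes before the fit (4.47%), only the 6 libraries compared (3.03%) and an adjusted p of 0.01 (4.29%), all set before the data were examined, came within 1.5 times the paper's value. The analyses without a filter (8.73%), with the default filter (6.84%), with the likelihood ratio test (6.01%), with the replicate block (6.11%), with a 2-fold threshold (2.19%) and with isoforms (5.64%) did not, nor did the test of edgeR 4 chosen after seeing the values (5.95%). Without wild-type 0 to 1 hour replicate 3, the share was 4.36%, and without *nos*- 0 to 1 hour replicate 2 it was 5.02%, both also within 1.5 times.

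In pool C, 7.52% of the genes were on a list of zygotic genes here, and 20% in the paper. Among the alternatives set before the data were examined, the analysis without a filter gave 20.5%, within 1.5 times the paper's value, and the others gave between 2.35% and 9.24%. The test of edgeR 4 chosen after seeing the values gave 7.51%. In numbers, 298 genes of pool C were on a list here and 760 in the paper. The paper's number equals the sum of its own numbers for pools A and B, 105 and 655. No alternative was computed for this number.

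The set of genes depleted by Upf1-Nos had p = 3.0e-39 in *nos*- embryos at 2 to 3 hours here, and 3.8e-14 in the paper. None of the alternatives set before the data were examined gave a p within 1.5 times the paper's. With camera at the preset correlation it lay between 1.2e-41 and 1.5e-28, with the correlation estimated it was 0.0234 and with fry 7.2e-04. The test of edgeR 4 gave 2.2e-39. The direction was the same in each.

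The paper states that more maternal genes were lower than higher in *nos*- embryos at 0 to 1 hours. Here, higher genes were 57.3% of the called genes. Lower genes outnumbered higher ones, as in the paper, with the factors from the 20 genes (25.1% higher), the size factors of DESeq2 (43.9%), DESeq2 itself (44.8%), the selection of maternal genes before the fit (44.9%), only the 6 libraries compared (37.3%), the stricter filter (37.5%) and a 2-fold threshold (47.5%).

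The paper names *beta-Spec* and related cytoskeletal genes as targets of Upf1-Nos L7. Here its log2 fold change was −1.07 (adjusted p = 0.0756), and it was called with the likelihood ratio test (−1.06, adjusted p = 0.0348), with DESeq2 (−1.01, adjusted p = 0.0168) and without wild-type replicate 1 (−1.32, adjusted p = 0.0321). *shot* was called with both tests, without a filter, with only the 6 libraries compared and without wild-type replicate 1. *alpha-Spec* (−1.08, adjusted p = 0.0482) and *hdc* (−1.06, adjusted p = 0.00664) were called only without wild-type replicate 1, and *hts* under none of the settings run. Adjusted p for *beta-Spec* ran from 0.0168 to 0.371 over the alternatives and left-out libraries.

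The paper states that mRNAs from the first zygotic genes were not detectable in sorted embryos. *Kr*, *gt* and *kni* received 124, 207 and 141 counts over the 15 sorted libraries here, at most 3.57, 2.96 and 2.51 CPM in a library, which is below the filter. The paper states that the genes depleted by Upf1-Nos have on average shorter 3′ UTRs. The mean was shorter here too, but the median was longer, by 7.50 nt (permutation test on ranks, p = 0.176). It was shorter with the longest annotated 3′ UTR (−13 nt) and without wild-type replicate 3 (−3 nt).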

Other observations

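The tests of isoform length for Upf1-Nos L7 and Upf1, of older and of further developed Upf1-Nos embryos, and of genes without counts in a genotype were chosen only after the result was seen.

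With 3 libraries against 3, 10 splits are possible, which are too few to exclude chance by their share, whatever the data. In the comparisons of Upf1, Nos, Upf1-Nos and Upf1-Nos L7 with wild type, of the chimeras with each other and of *nos*- with wild type at 0 to 1 and at 2 to 3 hours, 1 of 10 splits, the real one, gave as many. The highest other split of Upf1 and wild type had 266 called genes against 276, that of Upf1-Nos 15, and those of the other comparisons 0. In simulated libraries of Nos and wild type without a changed gene, edgeR called 0 genes. In *nos*-, the 4 splits that part all 3 pairs of replicate numbers held 1 as large at either stage, the real one. For the set of genes depleted by Upf1-Nos, 3 of 10 splits gave a camera p as small in *nos*- at 2 to 3 hours, and 3 of 10 did so for its fall in wild type. The smallest p in another split was 3.8e-69 and 7.2e-141. In *nos*-, 2 of the 4 splits that part all 3 pairs gave a camera p as small, the real one and the split with 3.8e-69. A mixed split keeps part of the real difference, but whether this accounts for the smaller p was not tested. These splits thus do not exclude chance for the set results. With the inter-gene correlation estimated, the real split gave a camera p of 0.0234 and 0.00164, and fry gave 7.2e-04 and 2.5e-08.

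Far more genes were depleted than enriched by Upf1-Nos, 37.4 to 1. The tests argue against 4 technical explanations as the whole cause. Without the correction for oversampling the ratio was still 3.21, although the correction sets its size. The log2 fold change did not fall with isoform length (Spearman's rho = 0.0506). Embryos developed as far as wild type at 2 to 3 hours would hold zygotic mRNAs, but the 1708 zygotic genes that are not maternal made up at most 146 CPM in an Upf1-Nos library and at least 17224 in a wild-type library at 2 to 3 hours. Depletion was not limited to rare mRNAs, with 29.0% of the genes depleted in the highest quintile of abundance and 34.3%, 36.4%, 48.7% and 47.9% in the others. Embryos that were older without having developed further stay open for most genes. Of 1615 maternal genes without zygotic expression that fall over 2-fold in wild type by 2 to 3 hours, 61.2% fell by more in Upf1-Nos with the correction and 35.7% without it, with medians of −2.51 and −1.95 against −2.10 in wild type. The correction is set by 20 genes and the wild-type fall by TMM, so that their scales differ. On the TMM scale *eEF1alpha1*, which is among the 20, rose by 0.57 in wild type between these stages. The share of 61.2% may therefore come in part from the scaling. Across the 5466 maternal genes without zygotic expression, falling or not, the Upf1-Nos change correlated with the fall in wild type (Spearman's rho = 0.814). Of the 1376 of them depleted with the correction and without it, 60 were depleted in both by more than 2-fold beyond their fall in wild type (adjusted p under 0.05), which argues against an age of up to 2 to 3 hours for these genes. *bcd* is one of them, with −5.09 and −4.54 in Upf1-Nos against −0.53 in wild type. By the same margin, 9 of the falling genes fell by less in both. Single genes such as *CycB* (0.08, and −0.98 in wild type) and *smg* (0.55 and −0.91) also fell in wild type alone, but the fall is measured from 0 to 1 hours, so that part of it may precede the stage of the sorted embryos. Because the answer for the falling genes depends on the correction, a decay advanced by age and an effect of Upf1-Nos cannot be told apart for the tested genes other than these 60. Genes on the lists of zygotic genes were left out of this test. The paper tested its normalization by RT-qPCR, which was not re-analysed here.

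Each of the 79 DNA replication and repair genes listed in the study was depleted, whereas of 12 further DNA replication genes 2 were (16.7%, 95% Wilson interval 4.70% to 44.8%), compared with 39.3% of all genes tested (Fisher's exact test, listed against further genes, p = 1.0e-11). Past the adjusted p at any size of change, 7 of the 12 were lower and 1 was higher, which narrows the contrast. At the 2-fold threshold, the values go with a list that was chosen among depleted genes.

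Of the genes depleted by Upf1-Nos L7, 52.2% were also depleted by Upf1-Nos. The shared wild-type libraries may raise this overlap. In 20 sets of simulated unchanged libraries, 0 genes were called, and at an unadjusted p under 0.05, where a median of 5 genes were lower by more than 2-fold, a mean of 41.0% (range 0% to 75%) were also depleted by Upf1-Nos. In the data, 184 genes passed the same criteria, with a share of 43.5%. The simulated sets are too small to exclude the shared controls, so that the overlap and the shared libraries cannot be told apart for these genes. The correlation of both fold changes across genes was 0.336 in the data and 0.0298 to 0.102 in the simulations.

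The log2 fold change in Upf1-Nos L7 fell with isoform length (Spearman's rho = −0.632 over 6516 genes), and 89 of 113 depleted genes lay in the longest quintile. Single wild-type libraries differed from their mean along length, with rho = −0.750, −0.498 and 0.846 in replicates 1, 2 and 3. A difference in RNA between libraries that depends on length is therefore a candidate explanation for part of the Upf1-Nos L7 calls. The trend went from 0.15 at 772 nt to −0.47 at 4579.5 nt, and 29 of the depleted genes stayed below −1 after it was subtracted. The count moved with the library left out, from 29 without wild-type replicate 3 to 323 without wild-type replicate 1, and was 56 without wild-type replicate 2 and 57, 34 and 40 without Upf1-Nos L7 replicates 1, 2 and 3. An effect of Upf1-Nos L7 on long mRNAs was not tested and stays open.

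Fold changes in Upf1 rose with length (rho = 0.646), and the split of Upf1 and wild-type libraries that follows length, Upf1 replicate 1 with wild-type replicates 1 and 2, called 266 genes with a median length of 7108 nt. Only 16 of these were among the 276 called in Upf1, whose medians were 1544 nt for depleted and 2054 nt for enriched genes, which argues against length as the cause of most of those calls.

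A few genes named by the rule for the largest changes had no count in 1 genotype. *CG30059* had at least 25.9 CPM in each *nos*- library at 2 to 3 hours, for which the paper names no transgene, so that transgene reads do not account for it. *sordd2* had 0 CPM in sorted wild type and 42.2 in wild type at 0 to 1 hours. Every sorted library other than wild type held at least 39.4 CPM of *sordd2* and 12.1 of *CG30059*, so that neither rise was particular to a single genotype. *His1:CG33861* had 0 CPM in Nos embryos and 0 in *nos*- at 0 to 1 hours, and 19.9 in sorted wild type. *spirit* had 0 CPM in Nos embryos and 4.96 in sorted wild type. Whether strain variants or reads shared between paralogs explain these levels was not tested.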
